# The M3 Muscarinic Acetylcholine Receptor Promotes Epidermal Differentiation

**DOI:** 10.1016/j.jid.2022.06.013

**Published:** 2022-07-21

**Authors:** Junyan Duan, Charles Grando, Shuman Liu, Alex Chernyavsky, Jefferson K. Chen, Bogi Andersen, Sergei A. Grando

## Abstract

The M3 muscarinic acetylcholine receptor is predominantly expressed in the basal epidermal layer where it mediates the effects of the autocrine/paracrine cytotransmitter acetylcholine. Patients with the autoimmune blistering disease pemphigus develop autoantibodies to M3 muscarinic acetylcholine receptor and show alterations in keratinocyte adhesion, proliferation, and differentiation, suggesting that M3 muscarinic acetylcholine receptor controls these cellular functions. *Chmr3*^*−/−*^ mice display altered epidermal morphology resembling that seen in patients with pemphigus vulgaris. In this study, we characterized the cellular and molecular mechanisms through which M3 muscarinic acetylcholine receptor controls epidermal structure and function. We used single-cell RNA sequencing to evaluate keratinocyte heterogeneity and identify differentially expressed genes in specific subpopulations of epidermal cells in *Chmr3*^*−/−*^ neonatal mice. We found that *Chmr3*^*−/−*^ mice feature abnormal epidermal morphology characterized by accumulation of nucleated basal cells, shrinkage of basal keratinocytes, and enlargement of intercellular spaces. These morphologic changes were associated with upregulation of cell proliferation genes and downregulation of genes contributing to epidermal differentiation, extracellular matrix formation, intercellular adhesion, and cell arrangement. These findings provide, to our knowledge, previously unreported insights into how acetylcholine controls epidermal differentiation and lay a groundwork for future translational studies evaluating the therapeutic potential of cholinergic drugs in dermatology.

## INTRODUCTION

The muscarinic acetylcholine (ACh) receptors are single-subunit transmembrane glycoproteins of five subtypes (M1–M5). On ACh binding, muscarinic ACh receptors (mAChRs) stimulate interactions of G proteins with signal transducing enzymes, leading to changes in second messengers, ion concentrations, and the modulations of protein kinase activities. Within the epidermis, ACh is released in an autocrine and paracrine manner, and the different mAChR subtypes are combinatorically expressed in a differentiation-specific manner, suggesting complex epidermal regulation (reviewed in Grando [2012, 2006]).

Previous research, primarily using in vitro models, has implicated mAChRs in multiple keratinocyte (KC) functions, including cell–cell and cell–substrate adhesion, migration, proliferation, and differentiation (reviewed in Grando [2012, 2006]). Successful use of topical muscarinic agonist pilocarpine to heal skin erosions in patients with the autoimmune blistering disease pemphigus and the disappearance of psoriatic lesions due to systemic therapy with the muscarinic antagonist atropine highlight the importance of understanding the in vivo effects of the mAChR pathway (reviewed in Grando [2012]).

Blocking mAChRs in undifferentiated human KC monolayers significantly increased cell numbers and inhibited differentiation when KCs were exposed to differentiation-inducing agents (reviewed in Grando [2012]). Blocking of mAChRs in organotypic cultures of human epidermis also altered epidermal differentiation as evidenced by increased expression of injury markers keratin (K)6 gene *K6/K16* and decreased expression of the differentiation markers *K10* and *FLG* as well as cell adhesion proteins (Kurzen et al., 2006). The outcome was cell–cell separation (acantholysis) in the basal and lower suprabasal layers with defective epidermal barrier and cell death through intrinsic activation of apoptosis (Kurzen et al., 2006). Acantholysis caused by blockade of KC mAChRs was associated with increased phosphorylation of the adhesion molecules E-cadherin, desmoglein 3, and β- and γ-catenins, suggesting that regulation of KC cell–cell adhesion through the mAChR class predominantly involves changes in the phosphorylation of intercellular adhesion molecules (Nguyen et al., 2004), but the effects of specific mAChRs subtypes on in vivo epidermal differentiation are incompletely understood.

Previous studies of the role of cholinergic autocrine and paracrine regulation of non-neuronal cells through mAChRs have given contradictory results about the role of specific mAChR subtypes in cell proliferation, suggesting that mAChRs induce either cell cycle arrest (Chang, 2001; Jeng et al., 1999; Kurzen et al., 2006; Thangjam and Kondaiah, 2009) or promote cell proliferation (Arredondo et al., 2003). Most of these experiments were performed with cultured human KCs rather than in an animal model and employed muscarinic ligands that lack selectively to specific mAChR subtypes. Therefore, the precise effects of specific mAChR subtypes on in vivo epidermal cell proliferation and molecular mechanisms mediating the physiologic regulation by ACh remain to be identified.

To identify the cell types controlled by non-neuronal ACh in the murine epidermis, discern major cell functions, and identify the principal regulatory mechanisms in this study, we employed single-cell RNA-sequencing (scRNA-seq) technology and the receptor-knockout (KO) mice. We focused on the M3 mAChR subtype (*Chrm3*), the major mAChR mediating ACh signals in basal KCs. CHRM3 is preferentially coupled to the activation of pertussis toxin–insensitive G proteins of the G α q/11 family, which activate phospholipase C and produce inositol 1,4,5-triphosphate and diacylglycerol. These second messengers elicit the activation of protein kinase C and trigger the release of calcium ion from intracellular stores. CHRM3 is one of the major antigens targeted by autoantibodies in severe pemphigus (Chernyavsky et al., 2020, 2019; Kalantari-Dehaghi et al., 2013; Lakshmi et al., 2017; Sinha, 2011). Patients with pemphigus develop intra-epidermal cell–cell detachment (acantholysis) above the basal cell layer, blisters, and nonhealing erosions (reviewed in Grando [2006]).

We found that *Chrm3*^*−/−*^ neonatal mice feature abnormal epidermal morphology characterized by an increased number of basal cells and epidermal thickness. Intercellular spaces in the basal cell layer are increased, consistent with decreased cell–cell adhesion. These morphologic changes were associated with upregulation of cell proliferation genes and downregulation of epidermal differentiation genes as well as downregulation of the expression of genes contributing to extracellular matrix formation, intercellular adhesion, and cell arrangement. These findings provide new insights into the molecular mechanisms by which ACh regulates epidermal development and lay the groundwork for translational studies on cholinergic drugs in dermatology.

## RESULTS

### Altered intercellular cohesion of basal cells and epidermal hyperplasia in neonatal *Chrm3*^*−/−*^ mice

We studied postnatal day (P) 0 wild-type (WT) and *Chrm3*^*−/−*^ mice to define the epidermal role of ACh acting through CHRM3 (Figure 1a). In the epidermis of WT mice, basal layer KCs form a single row of polygonal epithelial cells with indistinct cell borders; the intercellular spaces are invisible. By contrast, the epidermis of *Chrm3*^*−/−*^ mice contains an increased number of basal cells, giving the impression of crowding of basal KCs (n = 3–3, *P* = 0.013) (Figure 1b). The overall epidermal thickness is also increased in *Chrm3*^*−/−*^ mice (n = 7–13, *P* = 0.018) (Figure 1b). Basal layer cells in *Chrm3*^*−/−*^ mice also appear smaller with distinct cell borders, revealing intercellular spaces (Figure 1a, arrows). At a higher magnification, cellular bridges crossing the intercellular spaces can be seen in the *Chrm3*^*−/−*^ epidermis (Figure 1a). Taken together, these results suggest that lack of *Chrm3* signaling is associated with decreased cell–cell adhesion in the basal layer and increased cell proliferation leading to epidermal hyperplasia.

### Expansion of stem and progenitor cells in the *Chrm3*^*−/−*^ mouse neonatal epidermis

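In single-cell RNA sequencing, the transcripts of each cell carry a barcode of that cell, and each transcript carries a unique molecular identifier (UMI), so that copies made by PCR are counted once. The libraries came from the epidermis of 2 mice at postnatal day 0 with a knockout (KO) of Chrm3, the gene of the M3 muscarinic acetylcholine receptor, with 1 library per mouse (KO mouse 1 and KO mouse 2). The paper's methods name version 3.1 of the 10x Chromium chemistry, whereas the labels of the samples name version 1. The authors aligned the reads with Cell Ranger 3.0.2 to the mm10 mouse reference and deposited the UMI counts of 27998 genes in every barcode called as a cell, without normalization and before their filter on cells. KO mouse 1 had 10816 barcodes and 109756784 UMIs, with a median of 8660 UMIs per barcode. KO mouse 2 had 15867 barcodes and 166441732 UMIs, with a median of 9085. Chrm3 lies on chromosome 13 of GRCm38 (mm10) from 9875486 to 10360847, on the minus strand. Levels are given as CPM, the gene's UMIs scaled to a common library size. In cells that passed the paper's filter, 13 UMIs of Chrm3 were counted in KO mouse 1, which is 0.137 CPM (exact 95% Poisson interval 0.0728 to 0.234), and 19 in KO mouse 2, which is 0.128 CPM (0.0769 to 0.199). Both levels lie above the limit that a count of 0 allows (0.0316 and 0.0202 CPM), so transcripts counted as Chrm3 were detected in both KO mice. A UMI count does not tell from which part of the gene a transcript came. Over all deposited barcodes the counts were 15 and 23 UMIs. The wild-type (WT) libraries were not analysed here, so every value given for these samples is a level in the KO epidermis and no difference between genotypes was tested.
The counts of each KO mouse were log-normalized, 2000 variable genes were chosen, and the mice were integrated over 30 dimensions with Seurat. The paper's methods give the normalization, the number of variable genes and the integration, and the dimensions are Seurat's default. Cells were grouped by Louvain clustering at resolution 0.8, and the clusters were named from lists of marker genes. The lists of the IFE types and of most IFE subtypes were taken from markers in the paper's Tables S1 and S2. Those markers come from a dataset that holds these same cells. Likeness of the named clusters to the paper's is therefore partly built in. The 24 genes that the paper names for its single-cell data were left out of the clustering and of the marker lists. Their levels could thus be measured in clusters that were formed without them. Intervals given for shares of cells and for UMI counts cover counting error only, and the spread between the mice is given as an SD over 2 animals.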

To understand the cellular and transcriptomic changes underlying the epidermal abnormalities described earlier, we collected dorsal skin from *Chrm3*^*−/−*^ P0 C57BL/6J mice (n = 2), isolated epidermal cells, and performed scRNA-seq. In total, 19,486 cells passed the quality control and were included in the data analysis. 

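With 900 to 7700 genes per cell and under 10% mitochondrial UMIs, 7607 of the 10816 barcodes of KO mouse 1 (70.3%) and 11881 of the 15867 of KO mouse 2 (74.9%) were kept, 19488 cells in all. With the bounds themselves left out, a reading chosen after the counts were seen, 19486 cells were kept. The mitochondrial limit removed more barcodes than the limits on genes. Of KO mouse 1, 2777 barcodes lay at or over 10%, 1556 had fewer than 900 genes and 38 had more than 7700. The corresponding numbers for KO mouse 2 were 3315, 1872 and 41. A limit of 5% moved the total most, to 8545 cells. The cells kept had a median of 10480 UMIs and 3070 genes in KO mouse 1 and of 10577 UMIs and 3058 genes in KO mouse 2. Scrublet, which scores each cell against simulated pairs of cells, called 164 cells of KO mouse 1 (2.16%) and 500 of KO mouse 2 (4.21%) as doublets. They were kept, since the paper's methods state no doublet removal, and were left out in an alternative. The rates expected from the numbers of barcodes were higher, 8.65% and 12.69%. Cells without called doublets may therefore still include many doublets.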

To allow for comparison with normal neonatal epidermis, we integrated the *Chrm3*^*−/−*^ dataset with our previously published scRNA-seq data of 13,353 epidermal cells similarly collected from WT P0 C57BL/6J mouse epidermis (n = 2) (Lin et al., 2020). The integrated dataset contains 32,839 cells (Figure 1c).

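The cells of both KO mice formed 25 clusters. Each cluster took the name of the marker list with the most members among its 10 genes with the highest fold over all other cells. Where no marker was among those genes, the list with the highest mean log2 enrichment decided. This fallback named 3 clusters of hair follicle-like keratinocytes (KCs, 16.4% of all cells), 2 clusters of dividing cells counted with the basal interfollicular epidermis (IFE, 8.65%) and 1 cluster led by late cornified envelope genes (0.544%). Melanocyte-like clusters were led by Pmel and Dct among others, and T cell-like cells by Cd3g and Cd3d among others. Langerhans cell-like cells were led by Cd74, Tyrobp, C1qb, C1qa, Ctss and C1qc among others. Sebaceous-like cells were led by Scd1 and Cidea among others, and Merkel-like cells by Krt8 and Isl1 among others. Hair follicle-like KCs made up 46.5% ± 2.21 (SD, n = 2 mice) of the cells, and between 38.2% (no integration) and 55.3% (under 5% mitochondrial UMIs) over the 6 other ways of clustering.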

Seven major epidermal cell types were identified in the dataset: interfollicular epidermis (IFE) KCs, hair follicle KCs, sebaceous gland cells, Merkel cells, melanocytes, Langerhans cells, and T cells (Figure 1c). The IFE readily forms five subpopulations. Using canonical marker genes (Joost et al., 2020, 2016; Lin et al., 2020), we identified three of them as basal cell clusters (basal IFE 1, n = 2,971; basal IFE 2, n = 3,041; basal IFE 3, n = 3,319), identified one as a transitional cell cluster (transition IFE, n = 1,895), and identified one differentiated cell cluster (differentiated IFE, n = 1,188). These IFE cluster assignments correspond well to our previous study on the role of GRHL3 in epidermal differentiation, showing several basal subtypes and a prominent cluster of cells transitioning between the basal and suprabasal layers (Lin et al., 2020).

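Among the clusters of all cells, those with markers of transitional IFE KCs held 391 cells of KO mouse 1 (5.14%, exact 95% binomial interval 4.65 to 5.66) and 584 of KO mouse 2 (4.92%, 4.53 to 5.32). Clusters with markers of differentiated IFE KCs held 195 cells (2.56%, 2.22 to 2.94) and 240 cells (2.02%, 1.78 to 2.29), respectively. Dividing cells with basal IFE markers, which the paper counts among the basal cells, made up 8.57% ± 0.484 (SD, n = 2). Dividing cells whose other markers were those of the hair follicle made up 8.32% ± 0.395 and were not counted as IFE.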

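Sebaceous-like cells made up 1.28% of the 7607 cells of KO mouse 1 and 1.25% of the 11881 cells of KO mouse 2, and melanocyte-like cells 5.74% and 6.11%. At resolution 1.2 a further cluster of 876 cells, led by Apoe and Tgfb2 among others, also took the name sebaceous, with 1 marker among its leading genes and a mean log2 enrichment of 0.47 against 4.8 in the other sebaceous-like cluster. The sebaceous-like share was then 6.18% and 5.48%. T cell-like cells were 52 (0.684%, exact 95% binomial interval 0.511 to 0.896) and 38 (0.32%, 0.226 to 0.439), so that their share differed between the mice by more than counting error. A further cluster, led by Ebf1, Rspo3 and Col3a1 among others, is called dermal-like from 1 marker among its leading genes, Col3a1, and held 40 and 68 cells (0.549% ± 0.0329, SD, n = 2). KO mouse 1 supplied 39% of all cells and between 33.2% and 57.8% of the cells of each of the 25 clusters.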

*Chrm3* KO does not result in the loss of epidermal cell types or the formation of new cell types. The *Chrm3*^*−/−*^ cells do not form a unique cluster, and their positions in the Uniform Manifold Approximation and Projection (UMAP) generally overlap with those of the WT cells (Figure 1d). However, the cellular composition of the *Chrm3*^*−/−*^ epidermis is different from that of the WT. 

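IFE KCs made up 41.5% of the epidermal cells of KO mouse 1 (3160 of 7607 cells, exact 95% binomial interval 40.4 to 42.7) and 45% of those of KO mouse 2 (5350 of 11881, 44.1 to 45.9), 43.3% ± 2.47 (SD, n = 2). Basal IFE KCs, the dividing ones included, made up 33.8% (2574 cells) and 38.1% (4526 cells), 36% ± 3.01. When the IFE cells were clustered again, 1779 and 3181 of them were in clusters named as basal subtypes. A further 801 and 1355 stayed unnamed, among them a cluster led by the hair follicle gene Lhx2, so the basal shares may include other cells. The IFE and basal shares also depend on where dividing cells are counted. The basal share was 27.4% with all dividing clusters left out of the IFE, the alternative that moved it most, and 44.3% with dividing clusters of hair follicle-like cells counted as IFE, which was tried after the clusters had been seen.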

The proportion of IFE KCs in the skin and the total proportion of the basal IFE KC subpopulations almost doubled and tripled, respectively, in the *Chrm3*^*−/−*^ mice (Figure 1e). These data indicate that the increased epidermal thickness and cellularity of the *Chrm3*^*−/−*^ (Figure 1a) is due to the expansion of IFE stem and progenitor cells.

We also noted significant decreases in the proportion of Merkel cells (WT 1 = 0.14%, WT 2 = 0.19%, KO 1 = 0.06%, KO 2 = 0.06%) and Langerhans cells (WT 1 = 1.28%, WT 2 = 1.50%, KO 1 = 0.45%, KO 2 = 0.60%) in the *Chrm3*^*−/−*^ epidermis (Figure 1e), indicating that *Chrm3* may play a role in sensory and epidermal immune development.

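Merkel-like cells were 20 of the 7607 cells of KO mouse 1 (0.263%, exact 95% binomial interval 0.161 to 0.406) and 20 of the 11881 cells of KO mouse 2 (0.168%, 0.103 to 0.26). Langerhans cell-like cells were 145 (1.91%, 1.61 to 2.24) and 193 (1.62%, 1.41 to 1.87). Each of these shares takes the cells of that mouse as its denominator. Over all 32839 cells of the paper's integrated dataset, the KO mice's Merkel-like cells were 0.0609% and 0.0609%, and their Langerhans cell-like cells 0.442% and 0.588%. The 20 Merkel-like cells per mouse leave the share in each mouse uncertain by more than the difference between the mice. The mitochondrial limit of 5% moved the Langerhans share most, to a mean of 3.37%, and left no cluster of Merkel-like cells.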

### Expansion of stem cells, including cycling cells, and contraction of differentiated cells in the *Chrm3*^*−/−*^ IFE

To further examine the cellular abnormality in the neonatal *Chrm3*^*−/−*^ IFE, we computationally isolated the IFE KCs and performed subcluster analysis. Eight IFE clusters formed: four basal populations (basal 1 = 1,641, basal 2 = 1,524, basal proliferating = 813, and basal aberrant = 1,533), two transitional populations (transition 1: n = 1,574 and transition 2: n = 381), one differentiated population (differentiated = 1,034), and one terminally differentiated population (terminally differentiated = 249) (Figure 2a). 

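Subclustering of the 3160 and 5350 IFE cells of the KO mice gave 14 clusters, of which 10 were named as 7 of the subtypes. Basal 1 held 442 cells of KO mouse 1 (14%) and 713 of KO mouse 2 (13.3%), basal proliferating 385 (12.2%) and 720 (13.5%), and transition 1 397 (12.6%) and 599 (11.2%). No cluster took the name transition 2 at this resolution. Clusters with that name formed at resolution 1.2 (240 cells) and with called doublets removed (251 cells). Of the basal 1 cells, 20 formed a cluster of their own led by interferon-induced genes such as Mx1 and Isg15, whose name rests on 1 marker that interferon also induces, Ifitm3. A subtype's name required 2 of its markers among the 10 leading genes, or 1 marker and a mean log2 enrichment of at least 0.75, a limit set after the clusters had been seen. The 4 clusters that fell short or were led by hair follicle genes held 25.3% ± 0.0148 (SD, n = 2) of the IFE cells, among them a cluster led by Lhx2, and stayed unnamed.

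**Figure D1:**
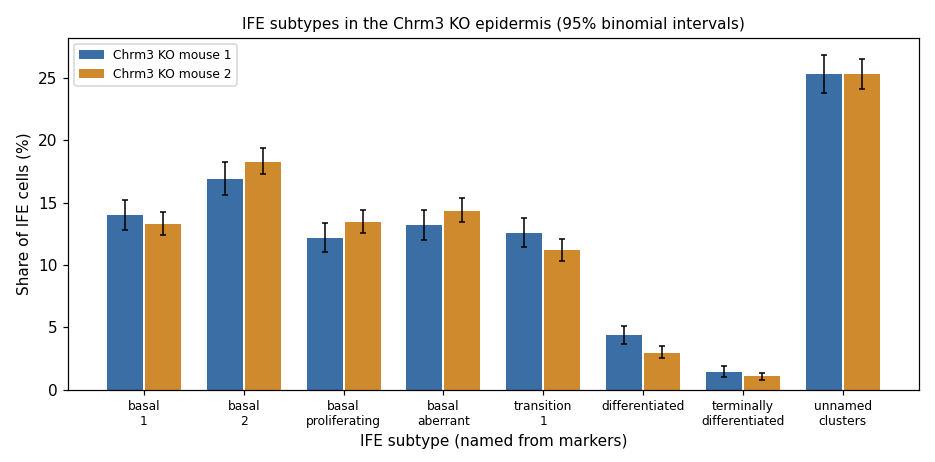
Share of IFE cells in percent (vertical axis) in each named subtype and in the unnamed clusters (horizontal axis), for KO mouse 1 (blue) and KO mouse 2 (orange); bars are shares and error bars exact 95% binomial intervals. The unnamed clusters hold 25.3% of the IFE cells, averaged over the mice, more than any named subtype does in either mouse.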

The expression pattern of KC differentiation marker genes is consistent with that in previous studies establishing canonical markers for these populations (Joost et al., 2016; Lin et al., 2020) (Figure 2b). 

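UMI counts were summed per mouse and IFE subtype, which gave 14 sums (2 mice by 7 subtypes), and 11720 genes were tested in 1 fit of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Normalized for library size by edgeR's TMM method, Krt14 (chromosome 11, 100203162 to 100207548) stood at 20070 ± 1130 CPM (SD, n = 2) in basal 1, 11300 ± 841 in basal 2, 11280 ± 42.4 in basal aberrant, 10630 ± 481 in basal proliferating and 1103 ± 373 in differentiated IFE KCs. Its log2 fold change in differentiated against basal KCs was −3.54 (standard error 0.203, adjusted p = 5.26e-10 from edgeR's test). The log2 fold changes of Krt5 (−4.18), Col17a1 (−4.38) and Itga6 (−3.18) had adjusted p-values of at most 3.37e-10 from the same edgeR test, and all 4 genes were lower in both mice. Mki67 was higher in basal proliferating KCs than in the other basal subtypes by 4.87 on the log2 scale (standard error 0.103, adjusted p = 1.49e-14 from edgeR's test), and Top2a by 4.68 (standard error 0.107, adjusted p = 2.74e-14). Among all genes tested between the proliferating and the other basal subtypes, 1807 were higher and 1216 lower at an adjusted p under 0.05. With the mouse as a block the number called rose from 3023 to 4580, the alternative that moved it most. The clusters were formed from other genes of the same cells, so these counts of genes are partly given by the grouping itself.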

*K14, K5, Col17a1*, and *Itga6* are expressed at high levels in the basal populations, with the proliferating basal cells expressing additional proliferation marker genes such as *Mki67* and *Top2*. 

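Krt10, on chromosome 11 from 99385254 to 99389364, reached 39940 ± 2540 CPM (SD, n = 2) in differentiated IFE KCs of the KO mice, against means of 557 to 823 in the 4 basal subtypes. The log2 fold change of differentiated against basal KCs was 5.91 for Krt10 (standard error 0.186, adjusted p = 5.12e-13 from edgeR's quasi-likelihood test) and 6.52 for Krt1 (standard error 0.282, adjusted p = 1.95e-11 from the same test). Klf4, which encodes a transcription factor, changed less, by 2.30 (standard error 0.077, adjusted p = 1.01e-12 from edgeR's test), and stood at 1485 ± 52.3 CPM against means of 224 to 397 in the basal subtypes. Tgm3 changed by 6.17 (standard error 0.158, adjusted p = 5.44e-14 from edgeR's test), with 101 ± 5.71 CPM against means of 0.855 to 2.08 in the basal subtypes. All 8 genes that the paper names as basal or differentiation markers in this comparison were called, over all genes tested and adjusted over the list alone. In total 7532 of 11720 genes were called, 3683 higher and 3849 lower. Free RNA can set a floor under the abundant genes. Melanocyte-like cells, which should lack Krt10, held 460 CPM of it in KO mouse 1 and 773 in KO mouse 2. A UMI of Krt10 was found in 99.2% of them, whereas Scrublet called 9.38% and 11.8% as doublets. Doublets may add to the CPM, which can therefore not be taken as free RNA alone.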

*K10, K1, Klf4*, and *Tgm3* are expressed in the differentiated populations. Loricrin gene *Lor* specifically marks the terminally differentiated population. 

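Lor, the loricrin gene on chromosome 3 from 92080271 to 92083142, stood at 14920 ± 1320 CPM (SD, n = 2) in the terminally differentiated KCs of the KO mice and at 2529 ± 249 in the differentiated KCs. In the other 5 subtypes its mean lay between 48.8 CPM (basal proliferating) and 70.1 CPM (basal 2), near the 42.6 and 60.3 CPM of melanocyte-like cells in KO mouse 1 and KO mouse 2. The log2 fold change of terminally differentiated against the other IFE subtypes was 7.09 (standard error 0.129, adjusted p = 3.15e-15 from edgeR's quasi-likelihood test). The terminally differentiated cells were few, 45 and 56, with 305300 and 565913 UMIs in all. Of the genes tested in this comparison, 1155 were higher and 736 lower, so that 61.1% of the calls were higher. With DESeq2 71.8% were. Over the 6 alternatives with a test, the log2 fold change of Lor stayed between 7.04 and 7.13. The terminally differentiated KCs also held basal transcripts, with Krt14 at 4478 ± 1370 CPM, and transcripts of dividing cells, with Mki67 at 195.5 ± 43.4 CPM. The genes called higher may therefore include genes of other cells.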

The transition populations express marker genes for both basal and differentiated KCs but at lower levels (Figure 2b and c).

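Transition 1 KCs of the KO mice held 14320 ± 2350 CPM of Krt14 (SD, n = 2) and 6173 ± 810 of Krt5. For both genes this mean lay within the range of the 4 basal subtypes, whereas Col17a1 (188.5 ± 36.5 CPM) and Itga6 (131 ± 18.6) lay below the mean of every basal subtype. Of the differentiation genes, Krt10 reached 8649 ± 1330 CPM, Krt1 10920 ± 757, Klf4 566 ± 68.8 and Tgm3 3.6 ± 0.752. Each of these 4 means lay above that of every basal subtype and below that of the differentiated KCs. The levels of transition 1 were not tested against another subtype.

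**Figure D2:**
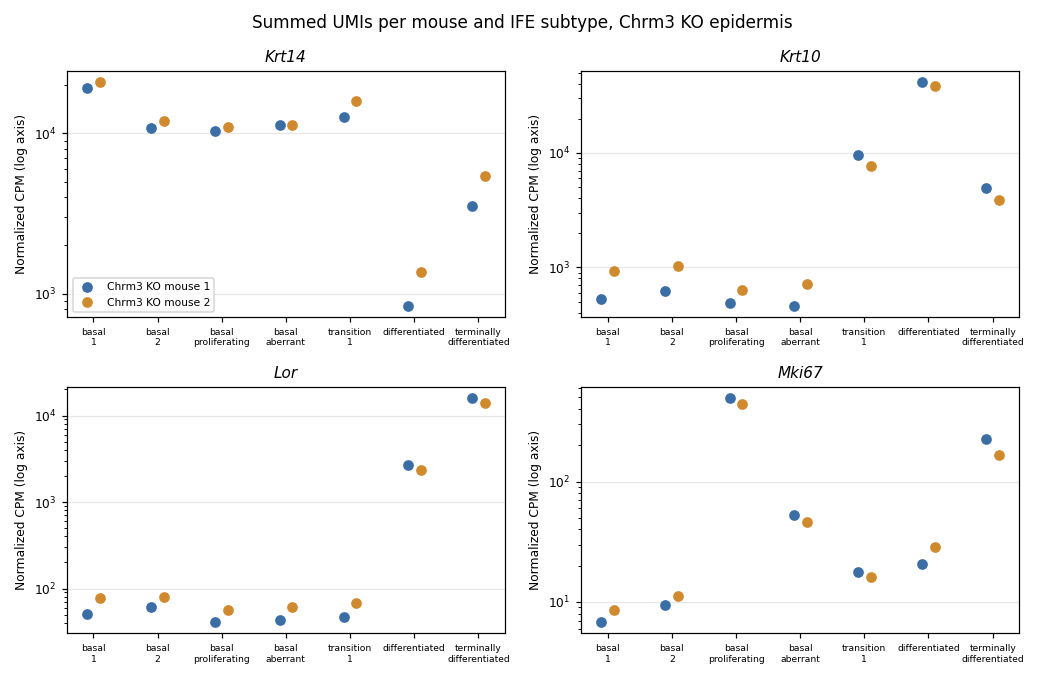
Normalized CPM of Krt14, Krt10, Lor and Mki67 (vertical log axes) in the UMI sums of 7 IFE subtypes (horizontal axes); each point is 1 KO mouse, blue for mouse 1 and orange for mouse 2. Krt10 is highest in the differentiated KCs, Lor in the terminally differentiated KCs and Mki67 in the basal proliferating KCs, in both mice.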

The increase in the proportion of basal cells in the *Chrm3*^*−/−*^ IFE is further confirmed in the subclustering analysis. All the four basal subpopulations are increased in the *Chrm3*^*−/−*^ epidermis, with the most significant increase in the basal 2 (WT 1 = 5.6%, WT 2 = 5.2%, KO 1 = 21.9%, and KO 2 =22.6%) and the basal aberrant clusters (WT 1 = 9.3%, WT 2 = 7.5%, KO 1 = 19.1%, and KO 2 =10.5%) (Figure 2a). 

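In the KO mice, basal 2 held 535 of 3160 IFE cells (16.9%, exact 95% binomial interval 15.6 to 18.3) and 979 of 5350 (18.3%, 17.3 to 19.4), 17.6% ± 0.968 (SD, n = 2). Basal aberrant held 417 (13.2%, 12 to 14.4) and 769 (14.4%, 13.4 to 15.3), 13.8% ± 0.833. The intervals of the 2 mice overlap for each of these subtypes. The paper's basal aberrant shares, 19.1% for KO 1 and 10.5% for KO 2, differ more between the mice and in the other direction. That pattern was not found here. The shares depend on which clusters carry a name. Over named clusters alone, which was tried after the clusters had been seen, they were 23.6% and 18.5%. With names that rest on 1 weak marker kept, also chosen after the clusters had been seen, basal aberrant rose to 22.3%. Among the alternatives set in advance, the means ranged from 13% to 18.7% for basal 2 and from 8.58% to 15.7% for basal aberrant.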

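H19 is a noncoding RNA gene on chromosome 7 (142575529 to 142578143) next to Igf2 (142650766 to 142666816), which encodes an insulin-like growth factor. In the KO mice H19 stood at 1230 ± 64.3 CPM (SD, n = 2) in basal 1 and 249 ± 25.6 in basal 2, a log2 fold change of −2.30 for basal 2 against basal 1 (standard error 0.211, adjusted p = 1.78e-05 from edgeR's quasi-likelihood test). Igf2 changed by −2.24 (standard error 0.149, adjusted p = 1.25e-06 from edgeR's test). Wnt4 changed less, by −0.42 (standard error 0.103, adjusted p = 0.0194 from edgeR's test), from 1238 ± 32.5 to 927 ± 15.7 CPM. Sox4 went the other way, from 212 ± 42.2 CPM in basal 1 to 691 ± 83.4 in basal 2 (log2 fold change 1.70, standard error 0.122, adjusted p = 1.87e-06 from edgeR's test). For Dcn, the gene of the matrix proteoglycan decorin, the log2 fold change was 1.76 (standard error 0.439, adjusted p = 0.0207 from edgeR's test), and the level rose from 248 ± 88.5 to 842 ± 220 CPM. DESeq2 gave Dcn an adjusted p of 0.0737, which is not past 0.05, and over the 6 alternatives its adjusted p from edgeR's test or DESeq2 ranged from 2.21e-53 to 0.0737. All 5 genes moved the same way in both mice, and all 5 were called, over all genes and adjusted over the list alone. In all, 438 genes were higher and 605 lower in basal 2, 1043 together and 2297 with the mouse as a block.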

Consistent with the pattern found in WT (Lin et al., 2020), *Chrm3*^*−/−*^ basal 1 expresses high levels of *H19, Igf2*, and *Wnt4*, whereas *Chrm3*^*−/−*^ basal 2 cluster expresses the marker genes of basal 1 but higher levels of decorin gene *Dcn*, a gene that encodes the extracellular matrix protein decorin, and *Sox4* (Figure 2c). Similar to the aberrant basal population found in the *Grhl3*^*−/−*^ epidermis (Lin et al., 2020), the basal aberrant cluster in *Chrm3*^*−/−*^ mice expresses the marker genes of both basal 1 and basal 2 but also some cell cycle marker genes such as *Ccnd1* and *Nasp*.

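In the basal aberrant KCs of the KO mice, Ccnd1 (chromosome 7, 144929931 to 144939925) stood at 194 ± 7.28 CPM (SD, n = 2), against 60.1 ± 4.11 in basal 1 and 37.7 ± 3.41 in basal 2. The log2 fold change against basal 1 and 2 was 2.02 (standard error 0.123, adjusted p = 2.74e-08 from edgeR's quasi-likelihood test). Nasp, which encodes a histone chaperone, stood at 329 ± 29.3 CPM, against 153 ± 44.8 and 106 ± 24, a log2 fold change of 1.36 (standard error 0.156, adjusted p = 1.73e-05 from edgeR's test). Both were also present in basal proliferating KCs, at 114 ± 5.87 and 251 ± 17.3 CPM. H19 in basal aberrant KCs was 329 ± 39.3 CPM, closer to its level in basal 2 than in basal 1, and Dcn was 656 ± 152 CPM. A total of 1976 genes were called between basal aberrant and basal 1 and 2, 1240 higher and 736 lower, so that 62.8% of the calls were higher. With the mouse as a block 3382 were called, 1790 higher and 1592 lower (52.9% higher). The marker list that named the basal aberrant clusters itself holds DNA replication genes such as Mcm3, Mcm5 and Uhrf1, so genes of S-phase are raised in them in part by the naming.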

Cell cycle scoring using Seurat suggests that the basal aberrant cluster consists of cells in the S-phase. 

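Seurat's cell cycle scoring with its updated gene lists placed 276 of 417 basal aberrant cells of KO mouse 1 (66.2%) and 542 of 769 of KO mouse 2 (70.5%) in S-phase, and 33.1% and 28.7% in G1. The subtype joined a pair of clusters. In the one led by Rrm2, Ung and E2f1 among others, 171 of 172 and 347 of 349 cells were in S-phase (99.4% in each mouse). In the one led by Ptch1, Col4a1 and Krt17, 42.9% of 245 and 46.4% of 420 cells were. In basal proliferating cells 84.4% and 79.9% were in G2/M. Basal 1 had 15.8% and 27.8% of its cells in S-phase and basal 2 7.48% and 13.3%. Of the 45 and 56 terminally differentiated cells, 24.4% and 25% were scored in S-phase and 46.7% and 23.2% in G2/M. With each cell thinned to 3000 UMIs, so that deeper cells had no advantage, the S-phase share of basal aberrant was 63.9% and 66.8%.

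**Figure D3:**
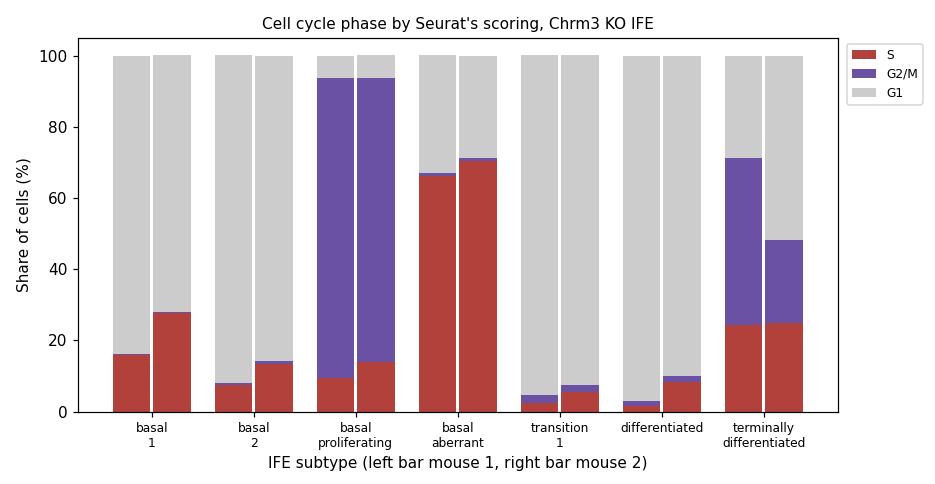
Share of cells in percent (vertical axis) scored in S (red), G2/M (purple) and G1 (grey) phase in 7 IFE subtypes (horizontal axis); for each subtype the left bar is KO mouse 1 and the right bar KO mouse 2. S-phase cells are most frequent in the basal aberrant subtype and G2/M cells in the basal proliferating subtype, in both mice.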

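Over all IFE cells of each KO mouse, 604 of 3160 (19.1%, exact 95% binomial interval 17.8 to 20.5) were scored in S-phase in KO mouse 1 and 1401 of 5350 (26.2%, 25 to 27.4) in KO mouse 2, a mean of 22.7% ± 5 (SD, n = 2). The intervals of the 2 mice do not overlap. With each cell thinned to 3000 UMIs, which left out 39 and 114 shallower cells, the shares were 21% and 26.8%. Louvain resolution 0.5, which changed the cells counted as IFE, moved the mean most, to 27%.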

In fact, the proportion of cells expressing S-phase markers is twice higher in the *Chrm3*^*−/−*^ than in the WT IFE (WT 1 = 16.4%, WT 2 = 14.3%, KO 1 = 27.7%, KO 2 = 32.7%) (Figure 2d). Consistent with scRNA-seq findings, immunofluorescent staining of the epidermis from *Chrm3*^*−/−*^ and WT mice with anti–Ki-67 antibody revealed more positive cells (n = 3–3, *P* = 0.013) in the basal layer of KO mice than in the WT mice (Figure 2e).

In addition, the population of differentiated KCs is decreased in the *Chrm3*^*−/−*^ epidermis (WT 1 = 26.3%, WT 2 = 28.5%, KO 1 = 6.7%, KO 2 = 4.7%), whereas the terminally differentiated population is unchanged (WT 1 = 2.5%, WT2 = 2.1%, KO 1 = 2.0%, KO 2 = 2.3%) (Figure 2a). 

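Differentiated KCs were 138 of the 3160 IFE cells of KO mouse 1 (4.37%, exact 95% binomial interval 3.68 to 5.14) and 159 of the 5350 of KO mouse 2 (2.97%, 2.53 to 3.46), 3.67% ± 0.987 (SD, n = 2). Terminally differentiated KCs were 45 (1.42%, 1.04 to 1.9) and 56 (1.05%, 0.792 to 1.36), 1.24% ± 0.267. The differentiated cells were deep, with medians of 25803 and 24622 UMIs, and the terminally differentiated cells shallow, with medians of 5113 and 8970. Over the alternatives the mean share of differentiated KCs ranged from 3.47% to 4.92%, the latter with unnamed clusters left out of the denominator, which was tried after the clusters had been seen. That of terminally differentiated KCs ranged from 1.06% to 3.01%. From the expansion of stem cells and the decrease in differentiated cells in the Chrm3 KO IFE against WT, the paper concludes that Chrm3 promotes the differentiation of IFE stem cells.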

In summary, these data show the expansion of stem cells and a decrease in differentiated cells in the *Chrm3*^*−/−*^ IFE, indicating that *Chrm3* promotes differentiation of IFE stem cells.

### Downregulation of epidermal differentiation genes and upregulation of cell proliferation genes in the *Chrm3*^*−/−*^ epidermis

Having established changes in epidermal differentiation and cellular composition of the *Chrm3*^*−/−*^ IFE, we next studied changes in gene expression. Differential gene expression analysis performed on all IFE populations collectively reveals downregulation of genes related to KC differentiation in the *Chrm3*^*−/−*^ IFE (Figure 3a and Supplementary Table S3). Gene Ontology (GO) analysis shows that the downregulated genes are enriched for biological processes such as epidermis development, regulation of water loss through the skin, and establishment of skin barrier (Figure 3b). These gene expression changes are not caused solely by the decrease in the proportion of differentiated KCs in the *Chrm3*^*−/−*^ IFE. GO analysis performed on downregulated genes in *Chrm3*^*−/−*^ differentiated and terminally differentiated IFE clusters alone gives similar results (Supplementary Figure S1 and Supplementary Table S4). Taken together, the decreased IFE differentiation in *Chrm3*^*−/−*^ neonatal mice is evident at both cellular and molecular levels.

By contrast, several marker genes of basal KCs such as *K14, K5*, and *Itgb1* are upregulated in the *Chrm3*^*−/−*^ IFE. 

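Krt14 reached 10460 CPM over all IFE KCs of KO mouse 1 and 11800 in KO mouse 2, and Krt5 (chromosome 15, 101707070 to 101712898) 5455 and 5836. A UMI of Krt14 was found in 98.9% and 99.8% of IFE cells. Melanocyte-like cells, which should lack it, had a UMI in 70.5% and 87.6% of cells at 856 and 1245 CPM. Their median depths were 8786 and 9665 UMIs, against 10111.5 and 10172 in IFE cells. Their median Krt14 count was 1 and 2 UMIs, and Scrublet called 9.38% and 11.8% of them as doublets. Without called doublets, their 95th percentile fell from 62 and 97 Krt14 UMIs to 4 and 10. Their CPM can therefore not be taken as free RNA alone. Thinned to 3000 UMIs, the shares with a Krt14 UMI were 95.7% and 98% of IFE cells and 40.3% and 56.1% of melanocyte-like cells. Krt5 was found in 97.4% and 99.3% of IFE cells, and in 94.1% and 97.4% after thinning, against 24.8% and 38.3% of thinned melanocyte-like cells. Itgb1, on chromosome 8 from 128685654 to 128733200, had 218 and 229 CPM and a UMI in 83.6% and 85% of IFE cells, or 48.2% and 49.7% after thinning. Melanocyte-like cells held more of it, 388 and 399 CPM, and serve as no background for this gene. The detection shares of the 1858 genes of Table S3 that matched the files were also recomputed. Across these genes, which are not independent replicates, the share of KO IFE cells with a UMI and the paper's KO share had a Pearson r of 0.998 and a median absolute difference of 1.96 percentage points. The WT libraries behind the paper's WT shares in Table S3 were not analysed here.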

The upregulated genes are overrepresented in GO biological processes such as RNA splicing, covalent chromatin modification, and regulation of chromosome organization (Figure 3c). These results point to the upregulation of cell division in the *Chrm3*^*−/−*^ IFE, which is consistent with our finding of higher proportions of S-phase and basal cells in the *Chrm3*^*−/−*^ IFE (Figure 2a and d).

The analysis of epidermal cytokeratin expression at the protein level using fluorescence staining revealed differences in the distribution of K5- and K 10-positive KCs between the epidermis of WT and *Chrm3*^*−/−*^ mice. Confocal microscopic images of the epidermis double stained for K5 and K10 revealed increased staining for K5 and decreased staining for K10 in *Chrm3*^*−/−*^mice (Figure 3d). The number of K5-positive cells within the IFE of *Chrm3*^*−/−*^ mice was significantly (n = 2–2, *P* = 0.028) higherthan that in WT mice. By contrast, the number of K10-positive cells within the IFE in *Chrm3*^*−/−*^ mice was significantly lower than in WT mice (n = 2–2, *P* = 0.007). These results support the findings of the scRNA-seq that *Chrm3* promotes epidermal differentiation.

### Basal genes are prominently upregulated in the terminally differentiated cells of the *Chrm3*^*−/−*^ epidermis

Previously, we have comprehensively characterized the P0 murine epidermal differentiation program by defining six groups of genes with distinct pseudotemporal expression patterns during IFE KC differentiation (Lin et al., 2020) (Figure 3e, left). Groups 1 and 2 genes are highly expressed in basal cells with decreasing expression as differentiation progresses. Group 3 genes are lowly expressed in basal cells, peak in the middle of differentiation, and decrease in expression toward terminal differentiation. Groups 4, 5, and 6 genes are lowly expressed in basal cells with rising expression as differentiation progresses. Using these six groups of genes as gene sets, we performed Gene Set Enrichment Analysis (Mootha et al., 2003; Subramanian et al., 2005) using genes differentially expressed in the *Chrm3*^*−/−*^ IFE as input (Supplementary Table S3). We found that group 1 and group 2 genes are overrepresented in upregulated genes and that groups 3, 4, 5, and 6 are overrepresented in downregulated genes in the *Chrm3*^*−/−*^ IFE (Figure 3e, right). This analysis indicates that *Chrm3* broadly suppresses progenitor genes and activates differentiation genes.

We also used the six groups of differentiation genes to define more precisely the differentiation defect in the *Chrm3*^*−/−*^ IFE; we scored the expression of each group in each differentiation stage of the WT and *Chrm3*^*−/−*^ IFE (Figure 4a). This analysis shows that the most striking defect in the *Chrm3*^*−/−*^ IFE is in the terminally differentiated KCs where groups 1 and 2 genes are highly upregulated and groups 4, 5, and 6 genes are highly downregulated.

GRHL3 is a transcription factor that promotes differentiation (Ting et al., 2005; Yu et al., 2006) and suppresses Wnt signaling in and expansion of epidermal stem cells (Lin et al., 2020). Although the epidermal differentiation defect in *Chrm3*^*−/−*^ bears similarity to that of the *Chrm3*^*−/−*^ epidermis (Lin et al., 2020) because both mutants show accumulation of stem and progenitor cells and reduction in differentiated KCs, the marked upregulation of basal genes in the terminally differentiated KCs is unique to the *Chrm3*^*−/−*^ mutant (Supplementary Figure S2).

### Adhesion molecules are downregulated in *Chrm3*^*−/−*^ basal KCs

Because *Chrm3* is most highly expressed in the basal cell compartment (Kurzen et al., 2004; Ndoye et al., 1998), we isolated the four basal clusters and identified genes that are differentially expressed in the *Chrm3*^*−/−*^ basal cells (Supplementary Table S5). The GO terms enriched for the upregulated and downregulated genes in the *Chrm3*^*−/−*^ basal cells are similar to the ones found in differentially expressed genes and GO analysis done for the whole IFE, with processes related to cell division being upregulated (not shown) and processes related to epidermis development being downregulated (Figure 4b). 

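Jup, Evpl, Barx2, Arrdc3 and Gja1 were measured in the 2574 and 4526 basal IFE cells of the KO mice, with the WT level not analysed here. Jup (chromosome 11, 100368958 to 100397763) had 148 and 151 CPM in KO mouse 1 and KO mouse 2, and a UMI in 73.1% and 73% of cells, or 35.2% and 34.6% of cells thinned to 3000 UMIs. Evpl (chromosome 11, 116220559 to 116238077) was the lowest, with 20.4 and 20.2 CPM and a UMI in 18.3% and 18.5% of cells, or 5.67% and 6.05% after thinning. Barx2, on chromosome 9 from 31846044 to 31913462, had 146 and 112 CPM and was found in 56.8% and 48.1% of cells, or 29.3% and 23.9% after thinning. For Arrdc3 (chromosome 13, 80883384 to 80896042) the levels were 46.7 and 28.5 CPM and the shares 36% and 25%, or 13.4% and 8.12% after thinning. Gja1, on chromosome 10 from 56377330 to 56402513, had 172 and 147 CPM and shares of 73.9% and 69.5%, or 37.5% and 34.9% after thinning. Median depths were 9618.5 and 9783.5 UMIs in basal IFE cells, and 8786 and 9665 in melanocyte-like cells. In melanocyte-like cells the unthinned shares were 19.2% and 28.4% for Jup, 4.58% and 6.89% for Evpl, 11.9% and 13.8% for Barx2 and 18.8% and 22.7% for Gja1. Arrdc3 was found in 25.9% and 17.5% of melanocyte-like cells and in 7.59% and 8.29% of Langerhans cell-like cells, a difference between types beyond counting error. Arrdc3 and Barx2 differed most between the mice, by more than their Poisson counting error.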

A closer look at the downregulated genes contributing to GO terms such as skin development, epidermis development, KC development, and epithelial cell development reveals the downregulation of genes contributing to extracellular matrix formation, intercellular adhesion, and cell arrangement, including *Jup, Evpl, Barx2, Arrdc3*, and *Gja1* (Figure 4c). The downregulations of adhesion molecules can explain, in part, the increase in intercellular space between *Chrm3*^*−/−*^ basal cells (Figure 1a).

## DISCUSSION

In this study, we used *Chrm3*^*−/−*^ mice and scRNA-seq to characterize the role of non-neuronal ACh in epidermal gene expression and differentiation. We found that *Chrm3* promotes the expression of cell–cell adhesion molecules in the basal cell layer and differentiation throughout the epidermis. These findings support the idea that the cytotransmitter ACh—produced and released by epidermal KCs and signaling through the CHRM3 subtype expressed in epidermal stem cells—has an important epidermal developmental role. This study also sheds new light on the pathophysiology of pemphigus vulgaris where some patients develop autoantibodies inactivating CHRM3 through receptor desensitization (Chernyavsky et al., 2022). Patients with pemphigus vulgaris feature some of the same alterations in adhesion, epidermal stem cell proliferation, and differentiation as observed in the experimental model of *Chrm3* inactivation. Similar to the epidermal changes in *Chrm3*^*−/−*^ mice, anti-CHRM3 pemphigus autoantibodies upregulate K5 and downregulate K10 (Chernyavsky et al., 2022) in mice—findings that are mirrored in the epidermis of patients with pemphigus vulgaris (Williamson et al., 2006).

Changes in the cellular composition of the *Chrm3*^*−/−*^ epidermis support the prodifferentiation role of *Chrm3* in epidermal stem cells. The proportion of undifferentiated basal cells, including proliferating basal cells, increases. By contrast, the proportion of differentiated epidermal cells decreases (Figures 1e and 2a and d). Morphologic analyses support these scRNA-seq findings. The number of basal epidermal cells (Figure 1b), the epidermal thickness (Figure 1a and b), and the basal cell proliferation (Figure 2e) are increased, whereas the expression of K10 differentiation marker is decreased (Figure 3d). Our gene expression analysis showed that downregulated genes in the differentiated cells of the *Chrm3*^*−/−*^ IFE play a role in epidermal differentiation (Figure 3a and b and Supplementary Figure S1). By contrast, upregulated genes in the *Chrm3*^*−/−*^ IFE facilitate the proliferation of basal cells (Figure 3a and c and Supplementary Figure S1).

The mechanisms underlying the prodifferentiation effects of *Chrm3* remain unknown, but given that *Chrm3* is expressed to the highest levels in basal cells, we believe that it acts at the level of epidermal stem cells. Possibly, the primary function of *Chrm3* is to promote the expression of cell–cell and cell–matrix adhesion molecules. Consistent with this idea, increased intercellular spaces between basal KCs are a prominent feature of the *Chrm3*^*−/−*^ epidermis (Figure 1a). Also consistent with this finding, we noted decreased expression of a number of important cell–cell and cell–matrix adhesion molecules in the *Chrm3*^*−/−*^ basal cells (Figure 4a and b). Loss of cell–cell adhesion may impair the ability of basal KCs to undergo differentiation and promote proliferation. In other cell types, it has been shown that *Chrm3* controls the assembly of the cytoskeleton, stimulates the formation of cell–cell and cell–substrate attachments, and inhibits cell proliferation (Chernyavsky et al., 2004; Shafer et al., 1999; Shafer and Williams, 2004; Strassheim et al., 1999; Williams et al., 1993).

Many of the downregulated genes in the *Chrm3*^*−/−*^ basal cells play important roles in extracellular matrix formation, intercellular adhesion, and cell arrangement. *Jup* encodes plakoglobin, which forms adherence junctions and facilitates the formation of desmosomes. 

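Itga6 lies on chromosome 2 of GRCm38 (mm10) from 71745616 to 71858416, on the plus strand, and is annotated as protein coding. In basal IFE cells of the 2 Chrm3 KO mice it had 235 and 198 CPM, and a UMI was found in 84.1% and 80.4% of cells, or 49.3% and 44.5% of cells thinned to 3000 UMIs. Melanocyte-like cells had 63.5 and 63.3 CPM and shares of 38.7% and 42%, and Langerhans cell-like cells had 140 and 113 CPM.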

*Itga6* participates in the production of integrin, which is important for cell–substrate adhesion. *Evpl* encodes a hemidesmosome component. Autoimmunity to envoplakin is associated with paraneoplastic pemphigus (also known as paraneoplastic autoimmune multiorgan syndrome) (Nguyen et al., 2001). *Barx2* plays a critical role in cell adhesion and cytoskeleton remodeling, and its knockdown stimulates cell proliferation in human bronchial epithelial cells (Chen et al., 2018); *Arrdc3* negatively regulates integrin *β*_4_. *Gja1* encodes connexin 43, which is important for gap junctions between KCs and is targeted by pemphigus autoimmunity (Abreu-Velez et al., 2011).

We also observed a significant decrease in the proportion of Langerhans cells in the *Chrm3*^*−/−*^ epidermis. It has been previously noted that activation of the CHRM3 is essential for optimal immune responses, including both T helper 1 and T helper 2 cytokine production. *Chrm3* deficiency in mice significantly abrogates the ability to launch an effective adaptive immune response to helminth and bacterial infections (Darby et al., 2015; McLean et al., 2016).

In addition to pemphigus, altered signaling of autocrine/paracrine ACh through CHMR3 has been shown in breast, colorectal, and several other cancers (Chen et al., 2019; Lin et al., 2014; Tolaymat et al., 2019), asthma and chronic obstructive pulmonary disease (Yamada and Ichinose, 2018), immune-mediated inflammation (Kawashima and Fujii, 2004), Sjögren syndrome (Fox et al., 2000), cholinergic urticaria (Tokura, 2016), wound reepithelialization (Chernyavsky et al., 2004), and diabetes (Kruse et al., 2013) as well as gastrointestinal and urinary bladder functions (Ehlert et al., 2012; Yamanishi et al., 2001). These and some other human diseases may therefore benefit from pharmacologic modulation of CHRM3.

We previously studied the role of GRHL3 in epidermal differentiation (Kudryavtseva et al., 2003; Lin et al., 2020; Yu et al., 2006) and observed the expansion of basal cells and decreased number of differentiated cells in the *Grhl3*^*−/−*^ epidermis. Although we also observed these features in the *Chrm3*^*−/−*^ epidermis, we noticed striking differences between the differentiation defects in these two mutants. In particular, the gene expression programs associated with basal cells were uniquely upregulated in the terminally differentiated KCs of the *Chrm3*^*−/−*^ epidermis (Supplementary Figure S2). We speculate that the combined deletion of *Ghrl3* and *Chrm3* would result in an additive effect with increased expansion of basal KCs and a reduced number of differentiated cells.

In conclusion, *Chrm3* plays an important role in epidermal development, promoting adhesion of basal cells, suppressing basal cell proliferation, and promoting epidermal differentiation.

## MATERIALS AND METHODS

### Mice and reagents

The *Chrm3*^*−/−*^ mice were a generous gift from Jurgen Wess (Laboratory of Bioorganic Chemistry, Molecular Signaling Section, National Institute of Diabetes and Digestive and Kidney Diseases, National Institutes of Health, Bethesda, MD). This KO mouse line has been used in our previous experiments (e.g., Chernyavsky et al., 2004).

The Ki-67 mouse antibody was purchased from GeneTex (dilution 1:500). The K5 rabbit antibody was purchased from Abcam (Cambridge, United Kingdom) (dilution 1:500). The K10 mouse antibody was from Covance (Princeton, NJ) (dilution 1:500).

All protocols were approved by the University Laboratory Animal Resources at the University of California, Irvine (Irvine, CA).

### scRNA-seq experiments

#### Sample collection and sequencing.

Sample collection was done as previously described (Lin et al., 2020). In brief, skin samples were collected from P0 *Chrm3*^*−/−*^ mice and incubated overnight in epidermal separation buffer. The epidermis was then separated from the dermis, and the suspension of epidermal cells was passed through a 40-*μ* M filter. Dead cells were removed using Dead Cell Removal kit.

University of California, Irvine Genomic High Throughput Facility prepared the Chromium Single Cell, version 3.1 (10x Genomics, Pleasanton, CA) libraries, which were sequenced with Illumina NovaSeq6000.

### scRNA-seq data analysis

Raw sequencing files were processed using Cell Ranger 3.0.2 with the MM10 reference as stated in Lin et al. (2020).

The *Chrm3*^*−/−*^ dataset (two mice) and the previously published WT dataset (Lin et al., 2020) (two mice) were processed in R using Seurat, version 3 (Stuart et al., 2019) according to the vignette.

For all samples, only cells with 900–7,700 genes and <10% mitochondrial genes were kept for further analysis. Each of the four samples was individually log normalized, and 2,000 highly variable genes were identified before integration. Integration was performed according to the Seurat standard integration workflow, and the features.to.integrate variable was set to include all genes in the datasets. The integrated dataset was then scaled, and principal component analysis was done. Clustering analysis on the integrated dataset used the Louvain algorithm, and the output was visualized with UMAP.

For marker genes for each cell type in the skin (or differentiation stages in the IFE), we only ran the differential gene expression test on genes that are expressed in >25% of the cell-type population, and only the genes with <0.05 adjusted and >0.25 log fold change were reported.

For differential gene expression tests between the two genotypes, WT and *Chrm3*^*−/−*^, Wilcoxon rank sum tests were performed, and any genes with <0.05 adjusted *P*-values were used for GO analysis.

GO analyses were performed using ClusterProfiler in R (Yu et al., 2012). Gene Set Enrichment Analysis was performed on the desktop software Gene Set Enrichment Analysis, version 4 (Mootha et al., 2003; Subramanian et al., 2005). Gene set scores were added to scRNA-seq datasets using the AddModuleScore function provided in Seurat.

### Other methods

The number of nucleated basal cells within the IFE was measured within the 12 × 100 *μ* m rectangle frame applied to the images of IFEs taken at magnification ×20. The number of Ki-67–postive cells within the IFE was measured within the 70 × 100 *μ* m rectangle frame applied at ×20. The intensities of fluorescence produced by anti-K5 and anti-K10 antibodies were measured below the stratum corneum within IFE, the background nonspecific fluorescence was subtracted, and the resultant values were divided by the number of DAPI-positive cell numbers inside the analyzed area.

### Statistical analysis

The data were analyzed using *t*-test with a significance cutoff value of 0.05 and presented as mean ± standard error. All statistical analyses and graphs were done in R.

## Supplementary Material

Supplementary Figure S1

Supplementary Figure S2

Supplementary Tables 1-5

## Figures and Tables

**Figure 1.**
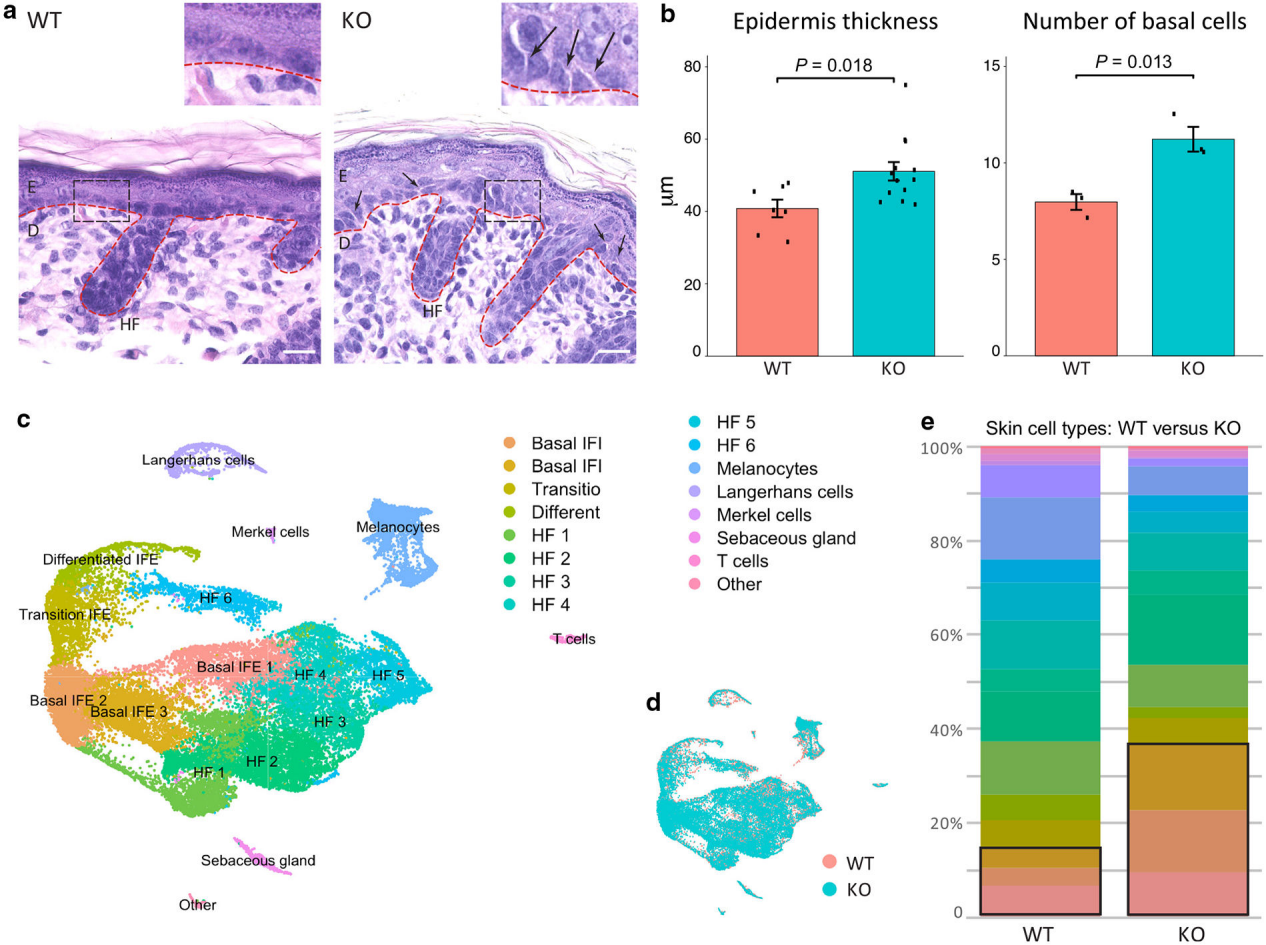
*Chrm3*^*−/−*^ thickens mouse epidermis. (**a**) The differences between epidermal morphology between WT versus Chrm3^(−/−)^ mice were manifested by an increased thickness of the basal layer comprised of crowded and slightly shrunk keratinocytes in KO mice. Bar = 10μm. (**b**) Quantitative analysis of the differences in epidermal morphology between WT and Chrm3^(−/−)^ mice showed an increase in both the thickness of epidermis and the number of nucleated basal cells within IFE in KO mice. *P* - value was calculated from two-tailed t-test. (**c**) UMAP showing the clusters of seven major epidermal cell types, including IFE, HF, melanocytes, Langerhans cells, Merkel cells, sebaceous gland, and T cells. The marker gene list is shown in Supplementary Table S1. (**d**) All the seven epidermal cell types are present in both WT and Chrm3^(−/−)^ epidermis. (**e**) WT and Chrm3^(−/−)^ Cellular composition of epidermis. The black box highlights the basal populations, which are increased in the Chrm3^(−/−)^ epidermis. HF, hair follicle; IFE, interfollicular epidermis; KO, knockout; UMAP, Uniform Manifold Approximation and Projection; WT, wild-type.

**Figure 2.**
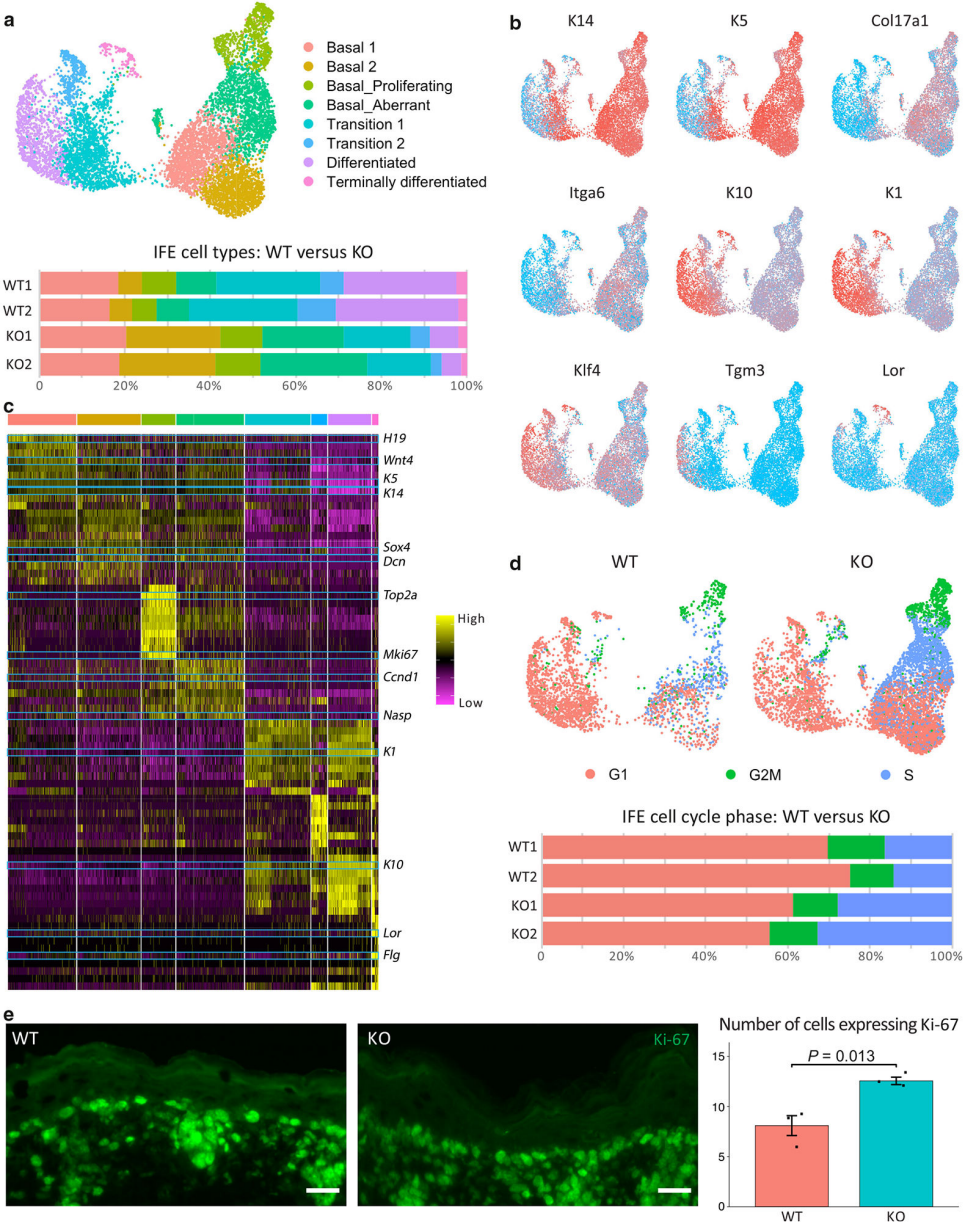
*Chrm3*^*−/−*^ expands the population of basal cells and cycling cells. (**a**) Upper: UMAP showing the eight clusters of the IFE, including four basal populations, two transition populations, one differentiated population, and a terminally differentiated population. Lower: Bar graph presenting the cellular composition of the WT and *Chrm3*^*−/−*^ IFE. (**b**) Expression of marker genes projected onto the UMAP to identify the basal cells (*K14, K5, Col17a1, Itga6*), differentiated cells (*K10, K1, Klf4, Tgm3*), and terminally differentiated cells (*Lor*). Red denotes high expression, and blue denotes low expression. (**c**) Heatmap showing the top 10 marker genes for each of the clusters defined in a. Blue boxes highlight some of the canonical marker genes. The complete marker gene list is shown in Supplementary Table S2. (**d**) Upper: cell cycle assignment projected onto the UMAP. Lower: bar graph showing the percentage of each cell cycle stage in the WT and *Chrm3*^*−/−*^ IFE. (**e**) A representative image of the epidermis WT and *Chrm3*^*−/−*^ mice staining with anti–Ki-67 antibody (bar = 20 μ m) as well as direct count of Ki-67–postive cells showing more positive cells in the basal layer of KO mice. *P*-value was calculated from two-tailed *t*-test. IFE, interfollicular epidermis; K, keratin; KO, knockout; Lor, loricrin; UMAP, Uniform Manifold Approximation and Projection; WT, wild-type.

**Figure 3.**
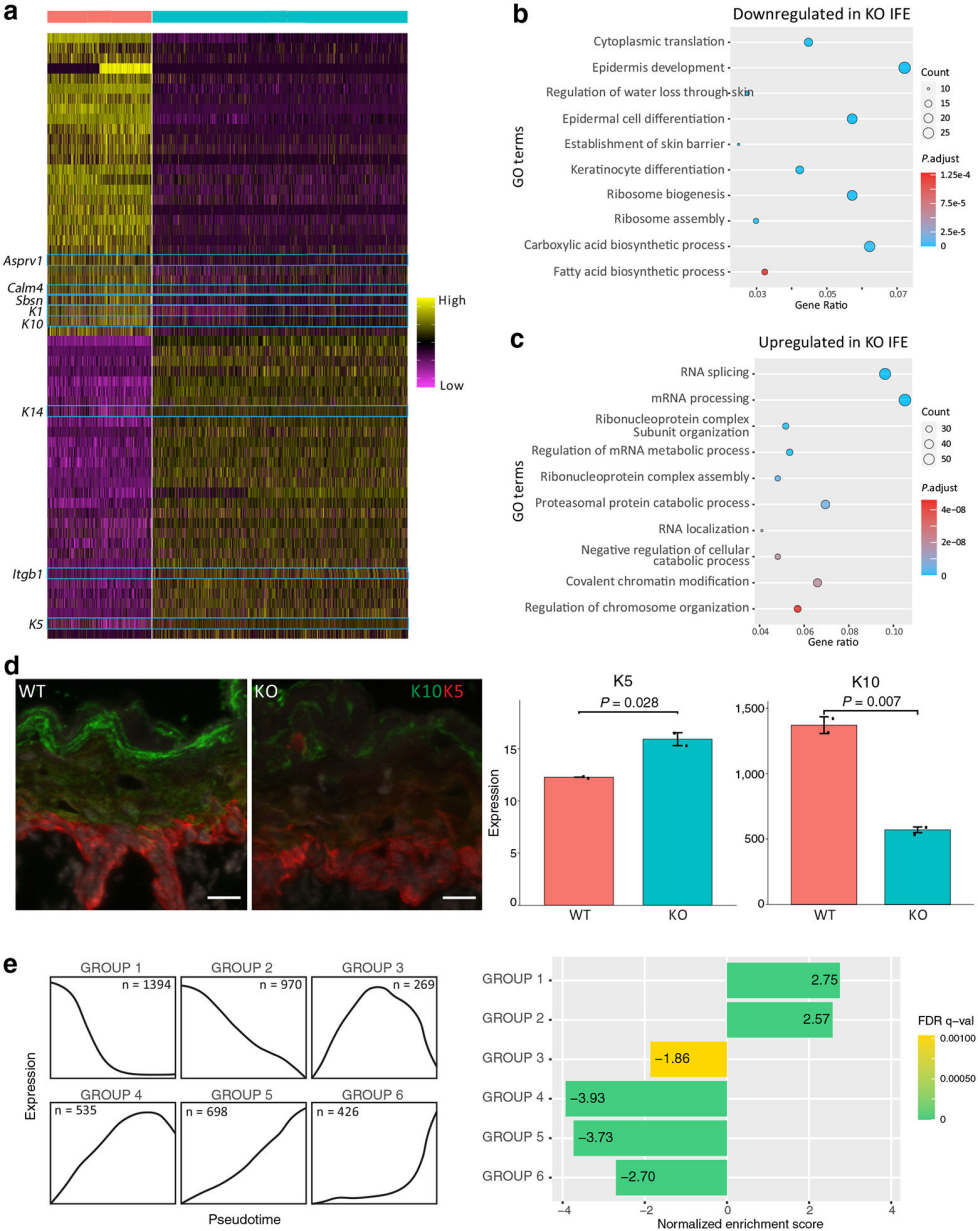
Differentiation is downregulated in the *Chrm3*^*−/−*^ IFE. (**a**) Heatmap showing 120 of the differentially expressed genes between the WT and *Chrm3*^*−/−*^ IFE. The blue boxes highlight the genes related to keratinocyte differentiation. The complete gene list is shown in Supplementary Table S3. (**b**) GO analysis reveals that keratinocyte differentiation is downregulated in the *Chrm3*^*−/−*^ IFE. (**c**) GO analysis reveals that terms related to cell proliferation are upregulated in the *Chrm3*^*−/−*^ IFE. (**d**) Distribution patterns of K5- and K10-positive keratinocytes in the epidermis of WT and *Chrm3*^*−/−*^ mice visualized by confocal microscopy of skin samples stained with anti-K5 (red) and anti-K10 (green) antibodies (bar = 20 μ m) and quantitative analysis of the intensity of fluorescence produced by each antibody within IFE showing an increase in K5 and decrease in K10 expression in KO mice. *p* - value was calculated from two-tailed *t*-test. (**e**) Expression patterns of the six groups of genes defined in Lin et al. (2020) shown on the left and enrichment score and corresponding false discovery rate *q*-value obtained from GSEA shown on the right. GO, Gene Ontology; GSEA, Gene Set Enrichment Analysis; IFE, interfollicular epidermis; K, keratin; KO, knockout; WT, wild-type.

**Figure 4.**
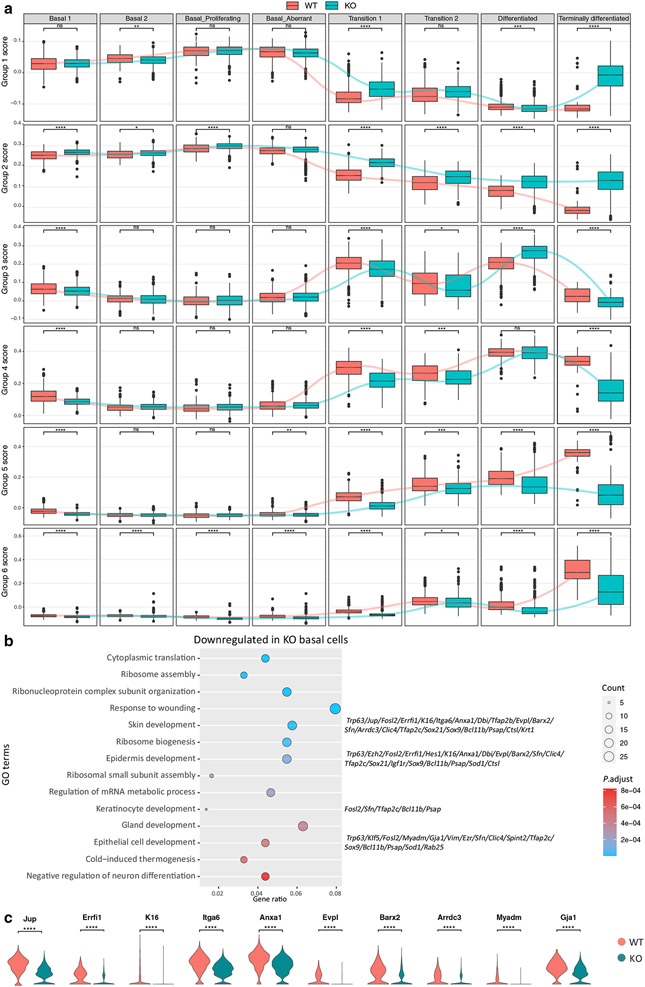
Epidermal differentiation is downregulated in suprabasal cells and adhesion molecules are downregulated in *Chrm3*^*−/−*^ basal cells. (**a**) Scoring of the cells in each differentiation stage on the basis of their expression level of six groups of genes defined in Lin et al. (2020) shows that the disturbance in the differentiation profile is most evident in the differentiated cells. *P*-value was calculated from t-test. ns: *p* > 0.05, *p ≤ 0.05, **p ≤ 0.01, *** *P* ≤ 0.001, and **** *P* ≤ 0.0001. (**b**) Gene Ontology analysis on genes downregulated in *Chrm3*^*−/−*^ basal cells show enrichment for skin development and keratinocyte differentiation. Genes contributing to the enrichment of some of the terms are listed. The complete list of differentially expressed genes in *Chrm3*^*−/−*^ versus in WT basal cells is provided in Supplementary Table S5. (**c**) Adhesion molecules are downregulated in the *Chrm3*^*−/−*^ basal cells. *P*-value was calculated from *t*-test. ns: *p* > 0.05, *p ≤ 0.05, ** *p* ≤ 0.01, ***p ≤ 0.001, and ****p ≤ 0.0001. ns, not significant; WT, wild-type.

## Data Availability

The single-cell RNA-sequencing data of the two wild-type epidermis samples were previously published in Lin et al. (2020) and were deposited in the Gene Expression Omnibus database under GSE154579 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE154579). The single-cell RNA-sequencing data of the two *Chrm3*^*−/−*^ samples are available in the Gene Expression Omnibus database under GSE201885 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE201885).

## Abbreviations:

ACh: acetylcholine
GO: Gene Ontology
IFE: interfollicular epidermis
K: keratin
KC: keratinocyte
KO: knockout
mAChR: muscarinic acetylcholine receptor
P: postnatal day
scRNA-seq: single-cell RNA-sequencing
UMAP: Uniform Manifold Approximation and Projection
WT: wild-type

# Supplementary material for: The M3 Muscarinic Acetylcholine Receptor Promotes Epidermal Differentiation
**Source:** J Invest Dermatol. Author manuscript; Available in PMC 2023 Jan 19.

SUPPLEMENTARY MATERIALS

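Gene Ontology analysis asks whether a list of genes holds more members of a biological process than a random list of its size would. When a cell type becomes rarer in a mixture, the genes of that cell type fall in the mixture even if no cell changed its expression. The supplementary analysis therefore takes its gene list from a comparison within the differentiated and terminally differentiated cells of both genotypes, where the share of such cells in the IFE no longer enters. If these clusters were pooled, the mix of them could still enter. The paper reports fewer differentiated cells in the KO IFE and an unchanged share of terminally differentiated cells.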

**Supplementary Figure S1.** Gene Ontology results obtained from genes that are downregulated in the *Chrm3*<sup>-/-</sup> differentiated and terminally differentiated cells alone show that the downregulation of differentiation we observe when comparing *Chrm3*<sup>-/-</sup> and WT IFE is not solely due to the decrease in the proportion of differentiated cells in the KO. IFE, interfollicular epidermis; KO, knockout; WT, wild-type.

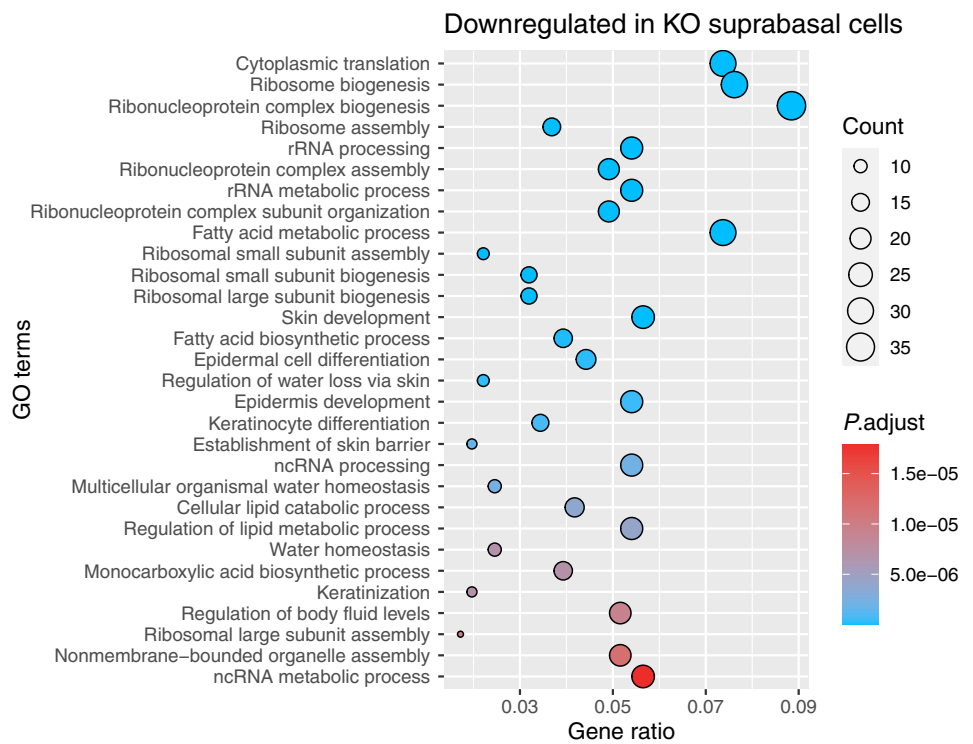

**Supplement:** Supplementary Figure S1

# Supplementary material for: The M3 Muscarinic Acetylcholine Receptor Promotes Epidermal Differentiation
**Source:** J Invest Dermatol. Author manuscript; Available in PMC 2023 Jan 19.
**Supplement:** Supplementary Figure S2

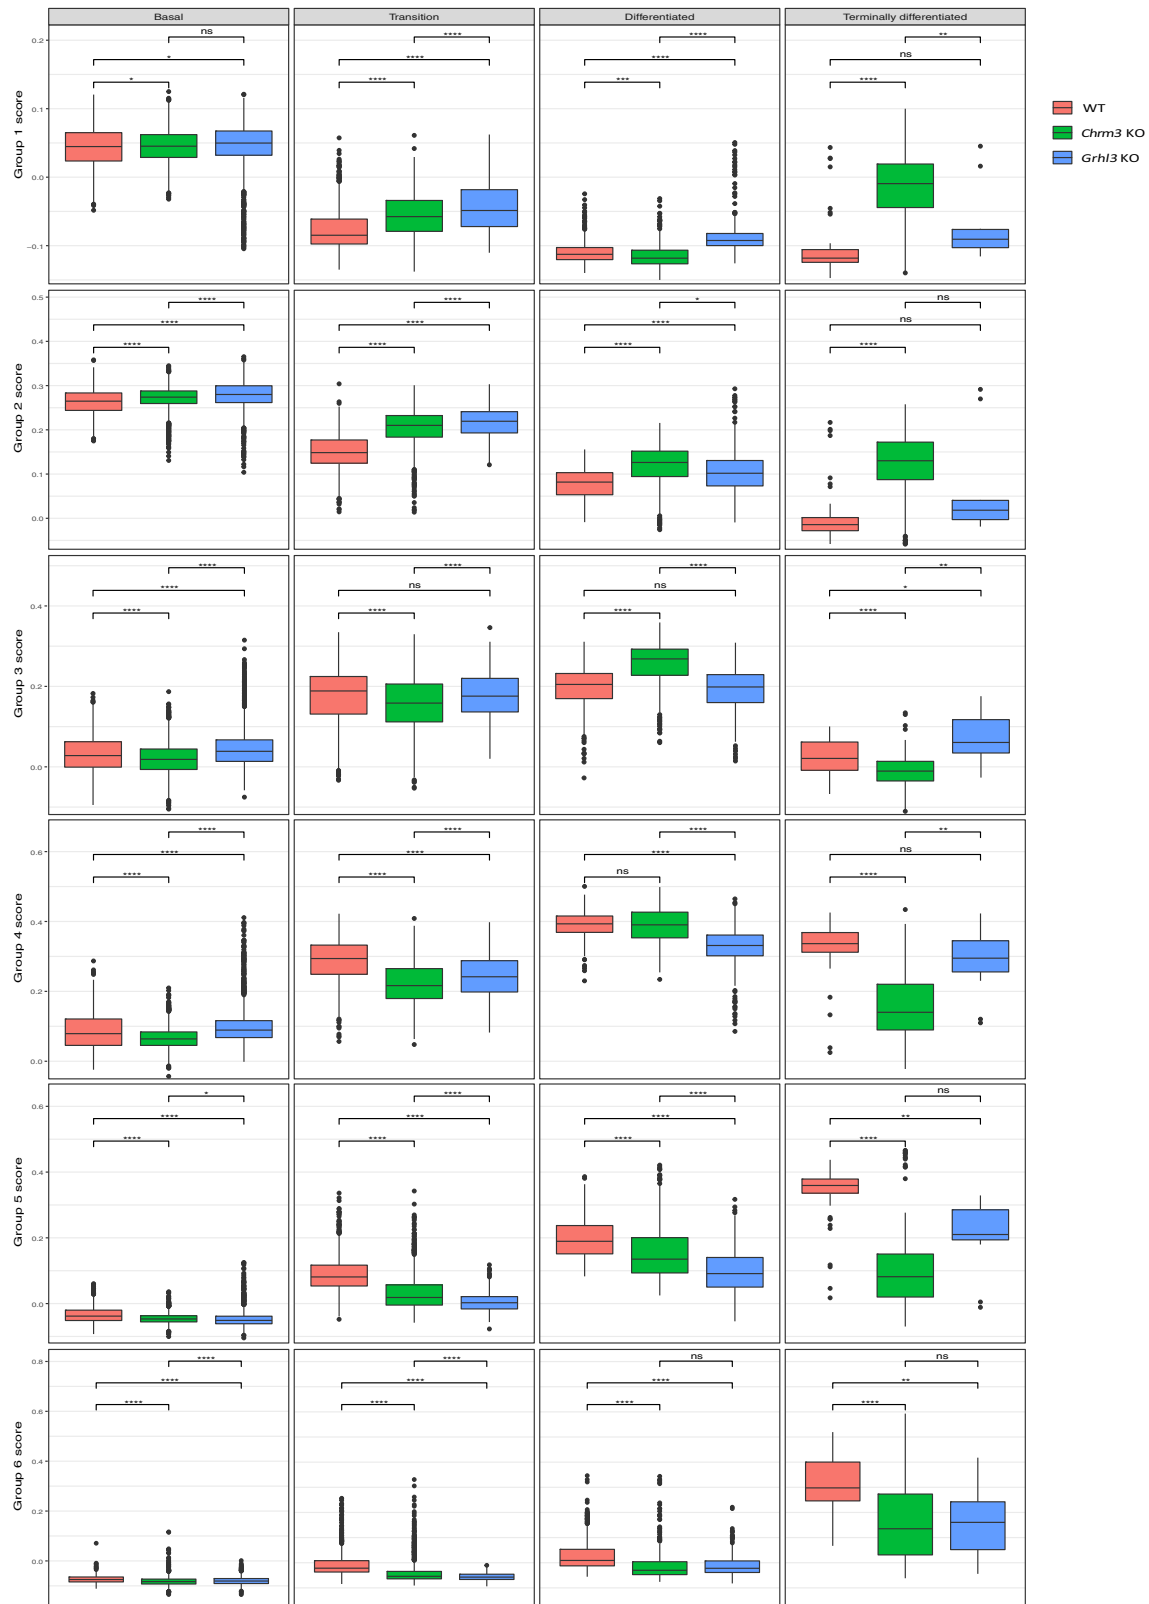

**Supplementary Figure S2.** Scoring of the cells in each differentiation stage on the basis of their expression level of six groups of genes defined in Lin et al. (2020) shows that *Chrm3*<sup>-/-</sup> and *Grhl3*<sup>-/-</sup> cause similar differentiation disruptions (upregulation of genes associated with basal cells and downregulation of genes associated with suprabasal cells). The defects caused by *Grhl3*<sup>-/-</sup> is not as prominent as the defects caused by *Chrm3*<sup>-/-</sup>. ns:  $p > 0.05$ . \* $p \leq 0.05$ , \*\* $p \leq 0.01$ , \*\*\* $p \leq 0.001$ , and \*\*\*\* $p \leq 0.0001$ . KO, knockout; ns, not significant.

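The scores in this figure average, in each cell, the expression of a group of genes and subtract the average of control genes with similar expression, as Seurat's AddModuleScore function does. The groups were defined in an earlier study by their pattern of expression along pseudotime during IFE differentiation, some falling and some rising as differentiation progresses. The Grhl3 KO libraries and the WT libraries were not analysed here.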

How the deposited data were processed for this re-analysis (not part of the article)

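The data are single-cell RNA sequencing libraries of the epidermis of 2 Chrm3 KO mice at postnatal day 0, 1 library per mouse. The authors processed the reads with Cell Ranger 3.0.2 against mm10 and deposited UMI counts per gene and barcode, not normalized and not yet filtered on cells. KO mouse 1 has 10816 barcodes with 505 to 166176 UMIs each, and KO mouse 2 has 15867 with 501 to 164651. The WT libraries of the paper were not analysed here, so no genotype effect was tested. Gene positions were taken from GENCODE M21 on GRCm38 (mm10), in which 27645 of the 27998 gene identifiers (98.7%) were found.

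Cells with 900 to 7700 genes and under 10% mitochondrial UMIs were kept. Counts were log-normalized in Seurat 5.3.0 (R 4.3.3), with 2000 variable genes, integration and principal components over 30 dimensions and Louvain clustering at resolution 0.8. The paper's text names no resolution and no doublet removal. IFE cells were then integrated and clustered again. The genes to be reported, every gene that the paper's text names for its single-cell data, were chosen before the data were examined, together with the marker lists, the tests and the main alternatives. These 24 genes were kept out of the variable genes and out of the marker lists. They could still take places among a cluster's 10 leading genes, as H19, Igf2 and Wnt4 did in basal 1, where they counted for no list. Scrublet, run through scanpy 1.11.5, scored doublets within each mouse.

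A cluster took the name of the list with the most markers among its 10 genes with the highest fold, with 10 CPM added before taking log2. Among all cells, where no marker was in the top 10, the list with the highest mean log2 enrichment named the cluster, and dividing clusters went to the lineage with the higher enrichment. Among IFE cells a name needed 2 such markers, or 1 marker and a mean log2 enrichment of 0.75, and clusters led by hair follicle markers or by equal numbers of markers of different subtypes stayed unnamed. The limit of 0.75 was set after the clusters had been seen. A name needed at least 3 enriched markers. Because the names were rebuilt from markers, no difference from the paper's shares is put down to the cells themselves. Cell cycle phases were scored with Seurat's CellCycleScoring.

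For tests, UMI counts were summed per mouse and named IFE subtype, since cells are not replicates. The 14 sums entered 1 fit of edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood F-test, Benjamini-Hochberg adjustment) with 11720 genes, 7 residual degrees of freedom and a common biological coefficient of variation of 0.092. The standard error of a log2 fold change was taken from the fold change and the F statistic. DESeq2 1.42.0, its size factors, no filter, the mouse as a block, removal of doublets and weaker names were the alternatives. Sums of the same number come from the same animal, so the numbers pair the sums. The difference between the mice correlated across genes between subtypes with r from 0.01 to 0.34 (median 0.18 over 21 pairs).

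Each test was tested on simulated data in which 200 genes were changed by 2 on the log2 scale. In the simulation of differentiated against basal KCs, 92% of these were recovered among 11390 genes. The recovered share was 69.5% among 11396 genes for terminally differentiated KCs, 96.5% among 11395 genes for basal proliferating KCs, 91.5% among 11387 genes for basal 2 against basal 1, and 95.5% among 11379 genes for basal aberrant KCs. The smaller terminally differentiated sums therefore miss more changes.

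Shares of cells have exact 95% binomial intervals and UMI counts exact 95% Poisson intervals. The limit that a count of 0 allows was taken as 3 counts of the total. For comparisons of detection and of phases, each cell was also thinned to 3000 UMIs. Tables S1, S2, S4 and S5 are held here only in part, and no result was tested for overlap with them or enrichment of them. The held parts of Tables S1 and S2 did supply markers for naming the IFE types and most IFE subtypes. Table S3 has 1861 genes, of which 1858 were matched. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.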

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

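The tests of free RNA in this part were chosen after the UMI counts had been seen.

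Of the 4 muscarinic receptor genes other than Chrm3, which the paper does not report in its single-cell data, Chrm1 and Chrm2 had UMIs in both KO mice above the limit that a count of 0 allows (0.0316 and 0.0202 CPM). Chrm4 did not exceed it, with 1 UMI in KO mouse 1 and 3, which equals the limit, in KO mouse 2, and Chrm5 had 0 in both mice. Chrm1, on chromosome 19 from 8663789 to 8683587, had 190 UMIs in the cells of both mice, 63 in KO mouse 1 (0.663 CPM, exact 95% Poisson interval 0.509 to 0.848) and 127 in KO mouse 2 (0.853, 0.711 to 1.02). In IFE and hair follicle-like KCs together Chrm1 stood at 0.827 CPM (182 UMIs, 0.711 to 0.956). All other cells together held 8 UMIs (0.338 CPM, 0.146 to 0.665). Per 100 cells this was 1.04 UMIs in the KCs (0.894 to 1.2) and 0.403 in the other cells (0.174 to 0.795), at median depths of 10629.5 and 9726.5 UMIs. These intervals do not overlap, which argues against free RNA as the whole source of Chrm1 in the KCs. A part from free RNA stays open. The 8 UMIs were in melanocyte-like cells (2 in KO mouse 1, 4 in KO mouse 2) and in Merkel-like cells of KO mouse 1. The latter held 2 UMIs (10.8 CPM, 1.31 to 39.1), above the KC interval. No Chrm1 UMI was found in sebaceous-like, dermal-like, Langerhans cell-like or T cell-like cells. The upper ends of their Poisson intervals were 0.7 CPM, 6.54 CPM and, for the last types together, 0.784 CPM. Only that of sebaceous-like cells lay below the KC interval. Differentiated and terminally differentiated IFE KCs had no Chrm1 UMI among 9622139 UMIs (upper end of the Poisson interval 0.383 CPM). The genotype is the same in all samples, so no biological explanation was tested.

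Chrm2, on chromosome 6 from 36388084 to 36528414, had 36 UMIs, 15 in KO mouse 1 and 21 in KO mouse 2. Of these, 23 were in the 108 dermal-like cells (40.8 CPM, exact 95% Poisson interval 25.8 to 61.2), spread over 8 of 40 cells of KO mouse 1 and 13 of 68 of KO mouse 2. Hair follicle-like KCs had 1 UMI, with an upper limit of 0.0465 CPM, far under the dermal-like level, which argues against free RNA as the source. Sebaceous-like cells had 12 UMIs (2.28 CPM). Scrublet called 10% and 16.2% of the dermal-like cells as doublets, and their type rests on 1 leading marker, so which cells carry Chrm2 stays open. Whether the levels differ from WT is unknown here.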

How the results depend on the processing

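All alternatives in this part were set in advance, except the strict bounds on genes, all dividing clusters counted as IFE, unnamed clusters left out of the denominator, names on 1 weak marker and all alternatives for the sebaceous-like, melanocyte-like, T cell-like, dermal-like and hair follicle-like shares, which were chosen after the results had been seen. No result reversed its direction. For the changed values below, the cause was not tested unless the alternative's construction gives it.

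With under 5% mitochondrial UMIs, 8545 cells were left. The single mice gave 7607 to 11881 cells across the 2 settings that each left out one mouse, by construction. The 5% limit moved the mean share of IFE KCs to 32.83%, of basal IFE KCs to 27.77%, of Langerhans cell-like cells to 3.372%, of basal aberrant KCs to 8.58% of IFE cells and of terminally differentiated KCs to 3.012%. It left no cluster named Merkel, basal 2 or differentiated, so these have no value there. Without integration, IFE KCs were 51.46%, basal IFE KCs 44.22%, basal 2 13.38% and basal aberrant 10.95%. With all variable genes in the clustering, IFE KCs were 47.66%, basal IFE KCs 40.33% and basal 2 13.01%. Leaving dividing cells out of the IFE gave 34.71% IFE and 27.39% basal IFE KCs, and counting all dividing clusters as IFE gave 51.6% and 44.28%. Cells with at least 3 Langerhans markers were 2.052%. Basal 2 was 18.73% at resolution 0.5, 13.54% at resolution 1.2 and 14.65% with called doublets removed. At resolution 1.2 basal aberrant was 15.7% and terminally differentiated 2.103%. With unnamed clusters left out of the denominator, which raises every share by construction, basal 2 was 23.59%, basal aberrant 18.46%, differentiated 4.915% and terminally differentiated 1.655%. With names on 1 weak marker kept, basal aberrant was 22.33%. The shares of S-phase cells (20.85% to 27.04%) and Merkel-like cells (0.198% to 0.224%) and the level of Chrm3 (0.132 to 0.137 CPM) moved by less than the spread between the mice, leaving aside the Merkel-like cells under the 5% limit. The mean sebaceous-like share rose from 1.26% to 5.829% at resolution 1.2, where a second cluster, of 876 cells, took the name, and lay between 1.26% and 1.502% under the other alternatives. Hair follicle-like KCs ranged from 38.24% (no integration) to 55.28% (under 5% mitochondrial UMIs). The 5% limit also moved T cell-like cells from 0.502% to 0.978%, dermal-like cells from 0.549% to 1.032% and melanocyte-like cells from 5.928% to 5.011%.

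With the replicate block, the mouse as a block, edgeR called 4580 genes for basal proliferating KCs against 3023 without it, 2297 for basal 2 against 1043, and 3382 for basal aberrant against 1976. The share of higher calls fell from 59.8% to 54.7% for basal proliferating and from 62.8% to 52.9% for basal aberrant KCs, and was 42% and 42.7% for basal 2. Every gene called without the block was also called with it in these 3 comparisons. The block changed no call of a named gene. The other comparisons stayed within 1.5 times their count, 7197 to 8069 genes for differentiated and 1821 to 2247 for terminally differentiated KCs. In the latter, 61.1% of calls were higher with edgeR and 71.8% with DESeq2. Of the named genes, Dcn lost its call, with DESeq2 (adjusted p 0.0737, range over its alternatives 2.21e-53 to 0.0737). Thinning moved all 9 detection shares, as fewer UMIs must, and removing doublets moved 2 of 18 levels and shares. A single mouse allows no test. The 45 and 56 terminally differentiated cells limit what can be called in that comparison.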

Differences from the paper's values

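Shares are listed here where they differed from the paper's by over 1.5 times and by more than the SD between the mice. By that rule basal aberrant is not listed, although the paper has the higher share in KO 1 and KO mouse 2 was higher here. The paper's shares of differentiated KCs in the KO IFE are 6.7% and 4.7%, and the shares found here were 4.37% in KO mouse 1 and 2.97% in KO mouse 2. Of the alternatives set before the data were examined, resolution 0.5 gave values within 1.5 times the paper's (5.45% and 3.8%). No integration (4.16% and 3.1%), resolution 1.2 (4.36% and 2.8%), removal of called doublets (4.3% and 3%) and all variable genes in the clustering (4.09% and 2.85%) did not close the gap, and under 5% mitochondrial UMIs no cluster had the name. Leaving unnamed clusters out of the denominator, which was chosen after seeing the values, gave 5.85% and 3.98%, also within 1.5 times the paper's. Names on 1 weak marker, likewise chosen after seeing the values, left the shares at 4.37% and 2.97%.

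For terminally differentiated KCs the paper gives 2.3% in KO mouse 2, against 1.05% here. Of the alternatives set before the data were examined, resolution 1.2 (1.99%) and under 5% mitochondrial UMIs (1.86%) gave values within 1.5 times the paper's. The 5% limit, however, moved KO mouse 1 from 1.42% to 4.17%, against the paper's 2.0%, over 1.5 times the paper's value. No integration (0.954%), resolution 0.5 (1.36%), removal of called doublets (1.04%) and all variable genes in the clustering (0.973%) did not, nor did leaving out unnamed clusters (1.4%) or keeping weak names (1.05%), both chosen after seeing the values.

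The paper describes transition 2 as a transitional population among its IFE clusters. No cluster here had that name at resolution 0.8 with doublets kept. At resolution 1.2 a cluster with 240 cells had it, and with called doublets removed a cluster with 251 cells did.

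The paper states that transition populations express basal and differentiated markers at lower levels. Of the 8 genes it names for these, 6 had a lower mean in transition 1 than in every basal subtype or in the differentiated KCs, whichever they mark. Krt14 (14320 CPM) and Krt5 (6173 CPM) lay within the range of the basal subtypes.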

Other observations

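Of the tests in this part, those of Krt14 against all melanocyte-like cells, of the depth of the cells above that limit and of the spread of melanocyte transcripts were set before their results were seen, and the others were chosen after.

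Terminally differentiated KCs held transcripts of other cell types. Their median Krt14 count was 12 UMIs in KO mouse 1 and 21 in KO mouse 2, against 2 and 5 in differentiated KCs and 1 and 2 in melanocyte-like cells. The share of them above the 95th percentile of melanocyte-like cells was 8.89% in KO mouse 1 (exact 95% binomial interval 2.48 to 21.2), whose interval holds the 5% that free RNA would give, and 26.8% in KO mouse 2 (15.8 to 40.3), which left the test undecided. That percentile, 62 and 97 UMIs, fell to 4 and 10 without called doublets, and 75.6% and 62.5% of the terminally differentiated KCs then lay above it, which argues against free RNA alone. Cells above the percentile held more UMIs, with a ratio of medians of 4.39 and 1.38, but choosing cells by Krt14 also chooses deep cells, so whole cells in the same droplet cannot be told apart from this. Cell cycle transcripts were 2.64 and 3.48 times as many per cell as in differentiated KCs, which free RNA would not give. They were not more frequent in the cells rich in Krt14. The 4 and 15 cells above the percentile held a mean of 4.25 and 9.67 cell cycle UMIs, against 8.85 and 12.9 in those at or below it. Lhx2, a hair follicle gene, stood at 14.5 and 8.54 times its level in named basal KCs. The unnamed IFE clusters, one of them led by Lhx2, are not in that reference, so basal IFE cells as the source stay open. Of the melanocyte transcripts Dct, Pmel and Mlana, 60.3% (35 of 58 UMIs) and 93.4% (169 of 181) lay in 5 of 45 and 6 of 56 cells. In 1000 simulations of an even spread, the highest shares were 39.7% and 27.6%. They were also 10.4 and 4.24 times as many per cell as in Langerhans cell-like cells. For the melanocyte transcripts, a candidate explanation is that some of these droplets held whole cells of that type. For Krt14 and the cell cycle transcripts, where the tests on the cells rich in Krt14 do not decide it, the source stays open. Scrublet called 0 of 45 and 2 of 56 terminally differentiated KCs as doublets. Since it called fewer doublets than expected in both mice, this does not exclude doublets among them.

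The S-phase share differed between the KO mice by 7.07 percentage points. It differed by 5.88 after thinning to equal depth and by 6.36 with KO mouse 2 weighted to the subtypes of KO mouse 1, so neither depth nor the mix of subtypes accounts for most of it. After thinning, KO mouse 2 was higher in 7 of 8 groups of IFE cells, terminally differentiated KCs going the other way. Litter and handling were not tested.

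By the paper's values in Table S3, 710 of the 1858 matched genes have a lower and 1148 a higher mean in the KO. Of the former, 8 have a higher share of cells with a UMI in the KO, and of the latter, 12 have a lower share. The 12 were not examined further. For Krt10, Krt1, Flg, Spink5 and Hrnr, the KO share in IFE cells was within 2.9 percentage points of that in Langerhans cell-like and melanocyte-like cells, consistent with free RNA in the droplets, although the shares of Krt10 and Krt1 are close to saturation in every type and decide nothing. For Stfa3, Krtdap and Penk the gap was at least 21.3 points, which shows their expression in IFE cells but not what raises the KO share over WT, so free RNA and other causes cannot be told apart for them. The WT libraries, and with them the WT level of free RNA, were not analysed here.

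Gm42418, among the largest changes of Table S3, stood at 2762 to 5749 CPM across cell types and KO mice, and IFE cells held up to 1.75 times the level of Langerhans cell-like cells. Gm10036 stood at 11.2 to 17.7 CPM. Without WT values, a change within KCs cannot be told apart from a difference between libraries.

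The labels give the mice as male. Xist had 8 and 25 UMIs and Ddx3y 8110 and 11440.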
